# Myristic acid alleviates hippocampal aging correlated with GABAergic signaling

**DOI:** 10.3389/fnut.2022.907526

**Published:** 2022-09-08

**Authors:** Qi Shang, Guifeng Chen, Peng Zhang, Wenhua Zhao, Honglin Chen, Die Yu, Fuyong Yu, Huiwen Liu, Xuelai Zhang, Jiahui He, Xiang Yu, Zhida Zhang, Riwei Tan, Zixian Wu, Jingjing Tang, De Liang, Gengyang Shen, Xiaobing Jiang, Hui Ren

**Keywords:** myristic acid, hippocampus, aging, GABAergic expressions, GABRB2, GABRA2

## Abstract

Previous studies have shown that myristic acid (MA), a saturated fatty acid, could promote the proliferation and differentiation of neural stem cells *in vitro*. However, the effect of MA on hippocampal neurons aging has not been reported *in vivo*. Here we employed 22-month-old naturally aged C57BL/6 mice to evaluate the effect and mechanism of MA on hippocampal aging. First, we examined a decreased exploration and spatial memory ability in aging mice using the open field test and Morris water maze. Consistently, aging mice showed degenerative hippocampal histomorphology by H&E and Nissl staining. In terms of mechanism, imbalance of GABRB2 and GABRA2 expression in aging mice might be involved in hippocampus aging by mRNA high throughput sequencing (mRNA-seq) and immunohistochemistry (IHC) validation. Then, we revealed that MA alleviated the damage of exploration and spatial memory ability and ameliorated degeneration and aging of hippocampal neurons. Meanwhile, MA downregulated GABRB2 and upregulated GABRA2 expression, indicating MA might alleviate hippocampal aging correlated with GABAergic signaling. In conclusion, our findings revealed MA alleviated hippocampal aging correlated with GABAergic signaling, which might provide insight into the treatment of aging-associated diseases.

## Introduction

With the rapid increase in the global aging population, aging-related diseases have brought a huge burden to patients, families, and socioeconomics. It is imminent to explore the pathogenesis and therapeutic drugs of aging. The hippocampus is an important part of the limbic system of the brain and contains various messenger receptors (1). It is not only a high-level regulatory center of neuroendocrine system but also the most sensitive area (1, 2). Studies have confirmed that hippocampus function is closely related to aging (3, 4). The decline of hippocampal neurons is the most pronounced change with age (5). These changes in hippocampus are closely related to age-related exploration and spatial memory impairment as well as an imbalance of hippocampal messenger receptors (6, 7). Therefore, a more in-depth understanding of hippocampus aging is essential for the improvement of treatment and prevention of aging-associated diseases.

GABAergic neural circuits play an important role in regulating hippocampal neuronal synaptic plasticity, memory, and cognitive function (8). GABAergic interneurons synthesize and release the neurotransmitter γ-aminobutyric acid (GABA) and contribute substantially to the regulation of the adult neuronal network (8). Generally, GABA exerts its effects on nerves mainly through its receptors; GABRA2 (GABAA receptor subunit alpha2) and GABRB2 (GABAA receptor subunit beta2) are the two important subunits of GABAA receptor, respectively. Previous studies demonstrated that GABRA2 expression decreased with age in the hippocampus (9, 10). However, aging-related disorders on GABRB2 expression are contradictory and need further experimental validation.

Previous studies have shown that myristic acid (hereinafter referred to as MA, IUPAC name: tetradecanoic acid, molecular formula: CH_3_(CH_2_)_12_COOH, CAS#: 544-63-8), a saturated fatty acid, mainly present in cardamom oil, coconut oil, palm kernel oil, butterfat, and bovine milk, could be used to prepare a variety of foods (11, 12). MA could promote the proliferation and differentiation of neural stem cells *in vitro* (13). Besides, aging was accompanied by a decline in MA, indicating MA played an important role in aging-related disorders (14). The isomer of MA, Myristoleic acid, could suppress osteoclastogenesis and bone resorption by inhibiting RANKL activation, indicating MA had a potential therapeutic effect on bone aging-related diseases, such as osteoporosis and osteoarthritis (15). However, the effect of MA on hippocampal neurons aging has not been reported *in vivo*. Here we employed 22-month-old naturally aged C57BL/6 mice to evaluate the effect and mechanism of MA on hippocampal aging. Our investigations indicated that MA alleviated hippocampal aging correlated with GABAergic signaling, which may provide insight into the treatment of aging-associated diseases.

## Materials and methods

### Mice

C57BL/6 male mice aged 3 and 22 months were obtained from the Laboratory Animal Center of Guangzhou University of Chinese Medicine (GZUCM) (Animal production certificate#(Yue)20180034). Mice had *ad libitum* access to tap water and standard rodent chow (Product performance standard: GB14924.3-2010, Laboratory Animal Center of GZUCM). All animal experiments were approved by the Ethics Committee of the First Affiliated Hospital of GZUCM (approval no. TCMF1-2021026). Firstly, the mice were divided into two groups: 3-month-old mice (3M) and 22-month-old mice (22M) group to assess the success of natural aging murine models. Secondly, another batch of 22-month-old mice was randomly divided into two groups: 22-month-old mice (22M, equal amount of solvent intraperitoneal injection) and MA (MA+22M, 2mg/kg·d MA intraperitoneal injection) group. They were randomized to each group after matching for age and body mass. Drugs were administered for 2 months by intraperitoneal injection. The concentration of MA was referred to a previous study (15). Following the behavioral assessment (open field test and Morris water maze), samples from murine brains were used for subsequent experimental assessments.

### Open field test

The operation of open field test process was in accordance with a previous study which was used for assessing murine exploratory behavior (16). Generally, the exploration ability of aging mice decreased (17). Briefly, mice were transported to the laboratory room 2 h in advance to adapt to the environment before the experiment. The open field reaction box for C57BL/6 was a 50 × 50 cm open field chamber. The open-field chamber was divided into nine grids. The central area is defined as the center 1/9 area of open-field chamber bottom, and the remaining area is defined as the peripheral area. The longer time the mice spent in the center, longer distance the mice across the center and more times the mice across the center in the open-field chamber, the better the mouse's ability to explore (17). Wipe the bottom of open-field chamber with 75% alcohol. Gently remove the animals from the cage, place them quickly in the open-field chamber. Set up the parameters in SuperMaze software (Version 3.0, Shanghai XinRuan Information Technology Co., Ltd) and automatically record the animal activities in the box for 5 min. After one mouse was finished, the bottom of the box was wiped with 75% alcohol to remove the odor, and the next mouse was tested with the same method before. The parameters including total distance traveled by the mice (Total Distance), mice quiescent time (Quiescent Time), distance in the central region (Distance Center), number of central region entries (Number of Center), central region staying time (Time Center), distance in the periphery region (Distance Periphery), number of periphery region entries (Number of Periphery), Periphery region staying time (Time Periphery), the ratio of Distance Center vs. Distance Periphery and Time Center vs. Time Periphery were evaluated.

### Morris water maze

Morris water maze was employed to assess the mouse spatial memory (6). After the open field test, the process of the Morris water maze was operated next day. Mice were placed into the pool from four quadrants facing the pool wall, and the time required by the mice from entering the water to finding and standing on the underwater concealed platform was recorded as the escape latency with SuperMaze software (Version 3.0, Shanghai XinRuan Information Technology Co., Ltd). If the mice could not find the platform 60 s after entering the water, the mice were guided to stay on the platform for 10 s. This was a positioning navigation test of mice, which was four quadrants a day for a total of four days. On the fifth day, a space exploration test was conducted. The platform was removed and the mice were placed from the opposite quadrant of the platform. The swimming time of the mice lasted 60 s. Each mouse was put into the pool from four water entry points for one training, and the interval between the two training was at least 30 min. The quadrants of each day's training were randomly arranged. The parameters including Escape Latency and Platform crossover number were recorded.

### HE staining and Nissl staining

The murine cerebral hemispheres and organs (Heart, liver, spleen, lung, kidney and testis) were removed completely on ice, fixed with 4% paraformaldehyde for 48 h, then embedded in paraffin. The hemispheres were cut to the hippocampus zone at the midsagittal plane of 5 μm, and stained with H&E staining solution (Servicebio, G1005, Wuhan) and Nissl staining solution (Servicebio, G1036, Wuhan) respectively. The organs including heart, liver, spleen, lung, kidney and testis were cut into 5 μm slices, and stained with H&E staining solution (Servicebio, G1005, Wuhan). The H&E and Nissl staining of sections were intelligently photographed by Digital Pathology Scanning System (3D HISTEC Ltd., Pannoramic MIDI). The rate of Nissl-stained cells and neurodegeneration of hippocampus were calculated using Image J 1.51 analysis software (Wayne Rasband, National Institutes of Health, USA). The rate of Neurodegeneration was defined as the ratio of pathological neuronal cells to total cells in the entire hippocampus; Neuronal pathological changes included disarrangement of neurons, nuclear shrinkage, and dark staining of neuronal cells (18). Each group had three biological replicates; each mouse was randomly selected two non-overlapping visual fields in each partial of hippocampal CA1, CA3 and DG area under high magnification microscope (400×) of each slice, and counted the mean rate of Nissl-stained cells and neurodegeneration.

### mRNA-seq of hippocampus

The total RNA was extracted from young (3M) and aging (22M) hippocampus samples in mice by using Trizol reagents (Invitrogen). The extracted total RNA samples were subjected to agarose electrophoresis and Nanodrop for quality inspection and quantification. Oligo magnetic beads were used to enrich the mRNA, and the KAPA Stranded RNA-Seq Library Prep Kit (Illumina, Aksomics, Shanghai) was used to construct the library. The constructed library was checked by Agilent 2100 Bioanalyzer (Aksomics, Shanghai), and the final quantification of the library was performed by qPCR. According to the quantitative results and the final sequencing data, the sequencing libraries of different samples were mixed into the sequencing process. The screening thresholds to determine the significant differential expression (DE) genes were *P* <0.05 and |log2 fold change (FC)| > 0.585 (19). The normalized data of each group were analyzed by hierarchical clustering. The color green represented low expression, whereas red represented high expression, to investigate the possible mechanism of the upregulated and downregulated DE genes involved in the process of hippocampal aging. The raw data of mRNA-seq of hippocampus were uploaded to GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201029).

### KEGG analysis

The differentially mRNAs expressions from mRNA-seq data were employed for KEGG analysis by using the KEGG database. The upregulated and downregulated mRNAs were uploaded into the KEGG database. The bar plot showed the top in front enrichment score value of the significant enrichment pathway in terms of the value of -log10 (*P*-value).

### Immumohistochemical staining (IHC)

IHC was used to detect the GABRB2, GABRA2, P16, and P21 protein expression in the brain. The brain tissue sections were dewaxed, antigen repaired, and sealed successively. GABRB2 (Bioss Cat# BS-12065R, Rabbit, 1:200), GABRA2 (Affinity Biosciences Cat# DF6626, RRID: AB_2838588, Rabbit, 1:100), P16 (Affinity Biosciences Cat# AF0228, RRID: AB_2833403, Rabbit, 1:200) and P21 (Beyotime Cat#AP021, 1:200) antibodies were added respectively and incubated at 4°C overnight. Then Goat anti-rabbit or mouse IgG antibodies were added on brain tissue sections and incubated at room temperature for 1 h. After conventional DAB staining, the sections were stained with hematoxylin and sealed. IHC of brain sections for the whole film scanning was intelligently photographed by Digital Pathology Scanning System (3D HISTEC Ltd., Pannoramic MIDI). Image J 1.51 analysis software (Wayne Rasband, National Institutes of Health, USA) was used to calculate the relative protein expressions. Each group had three biological replicates; each mouse was randomly selected two non-overlapping visual fields in each partial of hippocampal CA1, CA3 and DG area under high magnification microscope (400×) of each slice, and counted the mean optical density, and then normalized by the folds of experimental group to control group.

### Immunofluorescence (IF)

The paraffin sections of hippocampal tissue were deparaffinized with xylene, anhydrous ethanol, 85% alcohol and 75% alcohol, respectively. The tissue sections were placed in citric acid buffer (pH 6.0) in a microwave oven for antigen retrieval. Then the primary antibodies including GABRB2 (Bioss Cat# BS-12065R, Rabbit, 1:200), GABRA2 (Affinity Biosciences Cat# DF6626, RRID: AB_2838588, Rabbit, 1:100), Sox2 (Bioss Cat#BS-0523R, 1:200), Nestin (Proteintech Cat#19483-1-AP, 1:100) were placed in a humid box and incubated overnight at 4°C. Next, the secondary antibody Alexa Fluor 488 AffiniPure Goat Anti-Rabbit IgG (H+L) (Jackson Cat#111-545-003, 1:200) was incubated at room temperature for 50 min in the dark. Nuclei were counterstained with DAPI (Solarbio, C0060, 1:100) and incubated for 10 min at room temperature in the dark. After tissue sections drying, the sections were mounted with anti-fluorescence quenching mounting medium. IF of hippocampus sections for the whole film scanning was intelligently photographed by Digital Pathology Scanning System (3D HISTEC Ltd., Pannoramic MIDI). Image J 1.51 analysis software (Wayne Rasband, National Institutes of Health, USA) was used to calculate the relative protein expressions. Each group had three biological replicates; each mouse was randomly selected two non-overlapping visual fields in the hippocampal CA3 area under high magnification microscope (400×) of each slice, and counted the average fluorescence intensity, and then normalized by the folds of experimental group to control group.

### Statistical analysis

All data were checked for normality and homogeneity of variance. If two independent sample data fit a normal distribution, the results are expressed as means ± standard deviations (SDs) and two-tailed Student's *t*-test was used. If two independent sample data do not conform to a normal distribution, the Mann-Whitney U test was employed and a box plot was used. Two-way analysis of variance (ANOVA) following Bonferroni's multiple comparisons test was employed to analyze the Morris water maze data. *P* < 0.05 was considered statistically different. Statistical analysis was performed using GraphPad Prism version 8.4.3 for Windows (GraphPad Software, San Diego, California, USA).

## Results

### Aging mice displayed decreased exploration and spatial memory ability

To evaluate the exploration ability and spatial memory ability of aging mice, we normally raised 3-month-old mice (young) and 22-month-old mice (aged), and evaluated behavioral memory using the open field test and Morris water maze. In the open field test, aging mice displayed impaired exploration ability, including decreased Total Distance (*P*<0.05), Time Center (*P*<0.05), Distance Periphery (*P*<0.05), Number of Periphery (*P*<0.05), and Time Center vs Time Periphery (*P*<0.05), while increased Quiescent Time (*P*<0.01) and Time Periphery (*P*<0.01); and a slight downward trend in Distance Center, Number of Center and Distance Center vs. Distance Periphery but no statistical differences (Figure 1A). Morris water maze were used to evaluate the hippocampus-dependent spatial memory. In Morris Water Maze Test, aging mice witnessed extended escape latency in the navigation test (Two-way ANOVA, *P*<0.01 in 3d and 4d) and reduced platform crossover number in the space exploration test (Mann-Whitney U test, *P*< 0.05), compared with young mice (Figures 1B–D). This showed that the exploratory ability and spatial memory ability of aging mice decreased with age.

**Figure 1:**
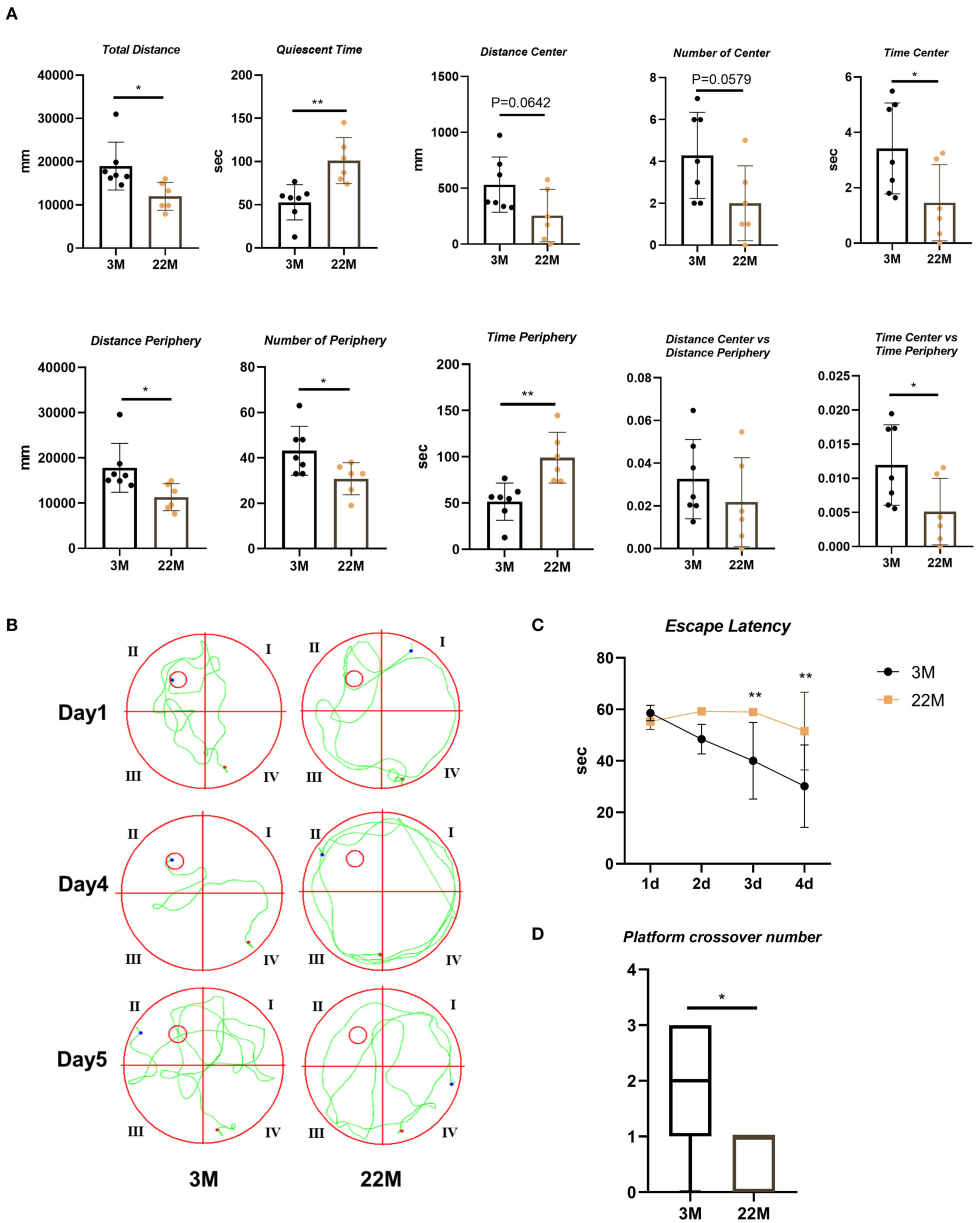
Evaluation of exploration and spatial memory ability in aging mice. **(A)** The parameters of open field test between young (3M) and aging mice (22M) group. Data were represented as mean ± SD and were analyzed by Student *t*-test. ^*^P < 0.05 and ^**^P < 0.01. **(B)** The locus diagrams of Morris water maze. Day 1th to Day 4th, Navigation test; Day 5th, Space exploration test. **(C)** Escape Latency in the navigation test of Morris water maze. Data were represented as mean ± SD and were analyzed by two-way analysis of variance (ANOVA) following Bonferroni's multiple comparisons test. ^**^P < 0.01. **(D)** Platform crossover number in the space exploration test of Morris water maze. Mann-Whitney *U* test was employed and a box plot was used. ^*^P < 0.05.

### Aging mice showed degeneration and aging of hippocampal neurons

To more intuitively reflect the pathological manifestations of the hippocampal neurons of aging mice, the CA1, CA3, and DG regions of hippocampus were assessed by HE staining and Nissl staining (Figure 2A). The nerve cells of the young group had intact cell structure, clear round shape, and were arranged compactly and neatly; while the nerve cells of aging mice in hippocampus were disordered and the granules of Nissl bodies were blurred (Figure 2A). Accordingly, quantitative analysis revealed that the number of Nissl bodies decreased (*P*<0.001), while the rate of neurodegeneration increased significantly (*P*<0.001) in the hippocampal neurons of aging mice than that of young mice (Figures 2B,C). The expressions of senescence markers p21 and p16 protein detected by IHC in aging murine hippocampal neurons was higher (*P*<0.05) than those of young mice, implying that aging murine hippocampus showed the characteristics of aging (Figures 2D–F).

**Figure 2:**
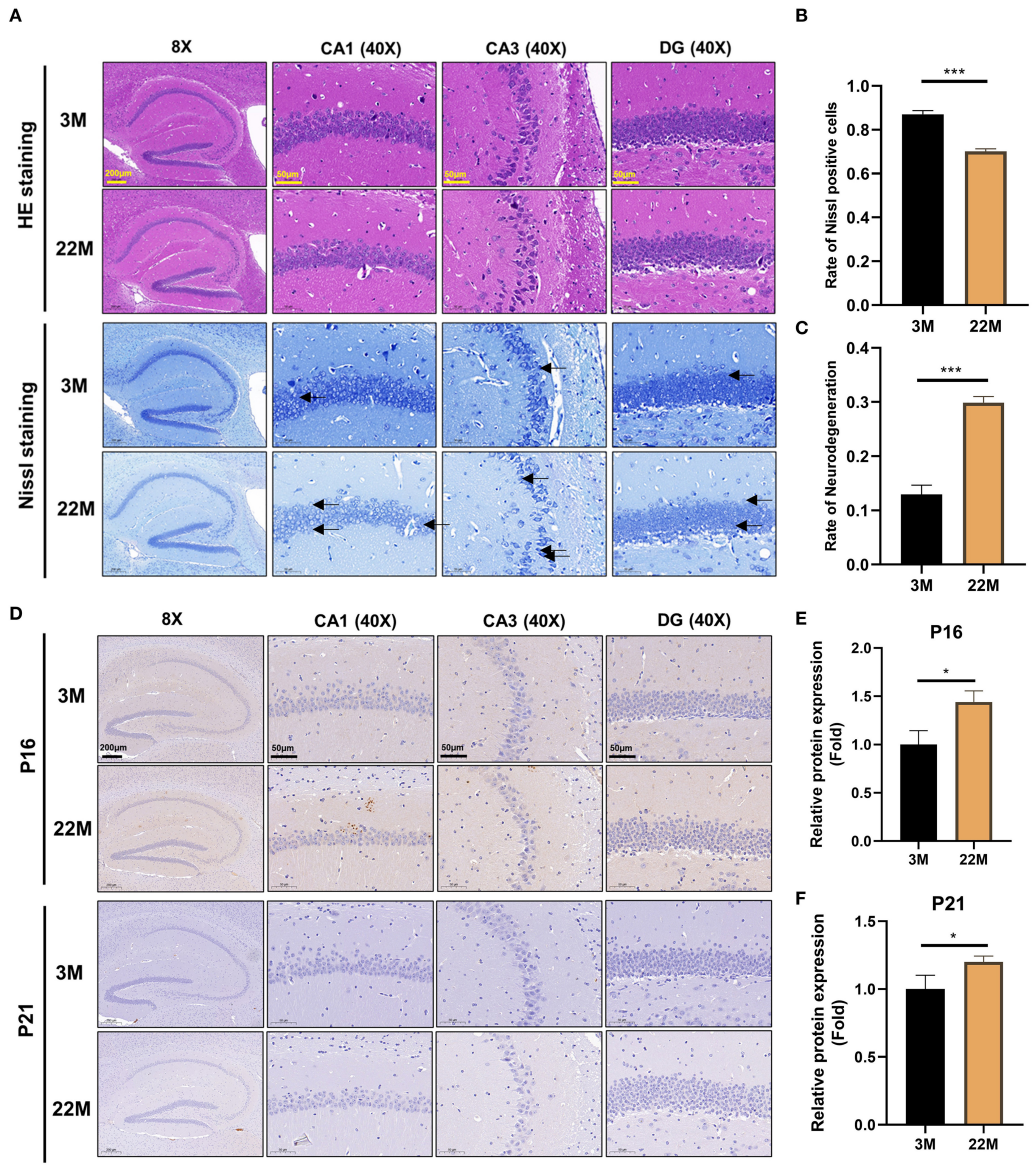
Evaluation of hippocampal histomorphology in aging mice. **(A)** H&E and Nissl staining in the hippocampus between 3M and 22M group. The magnifications and scale bars were shown in **(A)**. **(B,C)** Nissl positive cells and Neurodegeneration rate in the hippocampus were assessed by Nissl staining. Data were represented as mean ± SD and were analyzed by Student *t*-test. ***P < 0.001. Arrows showed degenerated neurons. **(D)** IHC of senescence markers P16 and P21 in the hippocampus. The magnifications and scale bars were shown in **(D)**. **(E,F)** Relative expressions of senescence markers P16 and P21 were calculated by IHC. Data were represented as mean ± SD and were analyzed by Student *t*-test. *P < 0.05.

### mRNA-seq and IHC of hippocampus indicated the imbalance of GABRB2 and GABRA2 expression in aging mice

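The hippocampal transcriptomes were those of male C57BL/6 mice, an inbred laboratory strain, at 3 months (3M) and 22 months (22M), with 3 libraries in each age group. The libraries bear the names J11, J13 and J15 (3M) and 72, 76 and 78 (22M), as in the heat map of Figure 3A. Polyadenylated RNA was selected with oligo beads and turned into strand-specific libraries with the KAPA kit, so RNA without a poly(A) tail was not measured. HISAT2 and the mouse genome build GRCm38 (mm10) are named in the submitters' processing notes. The program that quantified transcripts, its use of strand and the annotation release are not given in the sources used here. The authors deposited FPKM values (fragments mapped, scaled by transcript length and by the library's mapped total) for 25409 protein-coding transcripts of 13321 genes. Each of these transcripts had a mean of at least 0.5 FPKM in 1 of the age groups or in both, and transcripts below that level or of other classes were not analysed here. FPKM values carry no read counts, and the low values showed no steps of whole reads, so the sequencing depth of each library is unknown. The FPKM of all transcripts summed to 354335 in J11, 358073 in J13, 344405 in J15, 349911 in 72, 324802 in 76 and 318024 in 78. Across genes, the log2 values of libraries of the same age correlated with r of 0.960 to 0.970, and those of different ages with r of 0.941 to 0.963. The FPKM of a gene's transcripts were summed to a value per gene, and the 13041 genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma on log2(FPKM + 0.5). Fold changes are on this scale, which understates the change of genes with low FPKM. Genes are called higher or lower at the study's thresholds where the unadjusted P was under 0.05 and the log2 fold change was beyond 0.585 in either direction. They are said to have risen or fallen only where the limma p, adjusted over all genes tested by the Benjamini-Hochberg method, was under 0.05. The text and labels used here do not state that the libraries came from separate mice, so the p-values measure the spread between these libraries. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1.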

To further explore the mechanism of hippocampus aging in mice, we employed mRNA-seq to screen for possible genes and pathways in the young (3M) and aging (22M) hippocampus. The heat map displayed up-regulated and down-regulated gene sets (Figure 3A). 

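In the libraries of the aging (22M) hippocampus, haemoglobin transcripts rose, and transcripts of several myelin and oxidative phosphorylation genes fell. Parts of age and of the tissue included in the dissections were not told apart for these groups. Hba-a2, which encodes alpha globin, rose from 218 ± 13.9 FPKM in 3M to 747 ± 192 FPKM in 22M (mean ± SD, n = 3 libraries each), a log2 fold change of 1.74 (SE 0.198, limma adjusted p = 0.0332). Slc36a1, a proton-coupled amino acid transporter of lysosomes, rose from 2.08 ± 0.304 to 10.2 ± 1.49 FPKM. Nfat5, a transcription factor of the response to osmotic stress, rose from 2.89 ± 0.314 to 10.3 ± 0.802 FPKM. Pafah1b1, which encodes the dynein regulator LIS1, fell from 54.6 ± 3.82 to 14.7 ± 2.21 FPKM (log2 fold change -1.87, SE 0.123, limma adjusted p = 0.00783). Over all genes, 532 were higher and 550 were lower in 22M at the study's thresholds, while 120 rose and 158 fell at a limma adjusted p under 0.05. After a correction of each library for transcript length and GC content, 419 were higher and 264 lower at the study's thresholds, and 29 rose and 16 fell. By limma without a trend 23 rose and 14 fell, and by models with each gene's own variance, on log2 values or on FPKM, 0 rose or fell. With these models 396 and 493 genes were higher and 401 and 496 lower at the study's thresholds. Among single transcripts, 1190 were higher and 1074 lower at those thresholds, and 29 rose and 20 fell. The division of a gene's FPKM between its transcripts could shift between libraries of the same age, so values of single transcripts are uncertain. Gapdh-201 was listed at 0 FPKM in J11, 76 and 78 but at 217, 272 and 247 FPKM in J13, J15 and 72, and Nnt-206 at 0 FPKM in J13 alone. Gapdh-203 was at 324, 304 and 158 FPKM in J11, J13 and J15 and at 166, 266 and 263 FPKM in 72, 76 and 78. It made up at most a part of the missing Gapdh-201, so sums per gene can be uncertain too. Of 9 erythroid genes, 7 were tested, 5 rose and 2 did not pass the test (5 rose adjusted over the list alone). These were Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2, the erythroid enzyme of haem synthesis, with log2 fold changes of 1.22 to 1.80. The globin genes of each kind are near-identical copies that may share reads, so the values of single copies are uncertain. The list's median was 1.42 (camera adjusted p = 0.000209, and adjusted p = 0.79 with an estimated correlation). Of 20 oligodendrocyte and myelin genes, 6 fell and 14 did not pass the test (14 fell adjusted over the list alone). Their median was -0.62 (camera adjusted p = 5.2e-07, and adjusted p = 0.79 with an estimated correlation). Mog, a protein of the outer surface of myelin, fell from 41.5 ± 2.34 to 20.1 ± 2.47 FPKM, and Cnp from 150 ± 15.1 to 81.4 ± 12.3 FPKM. Of 74 nuclear-encoded oxidative phosphorylation subunits, 4 fell and 70 did not pass the test (46 fell adjusted over the list alone). Their median was -0.35 (camera adjusted p = 6.28e-15, and adjusted p = 0.79 with an estimated correlation). After the correction for transcript length and GC content it was -0.07 (camera adjusted p = 0.0164). Ndufb5, a subunit of complex I, fell from 53.9 ± 7.53 to 31.2 ± 2.5 FPKM. Of 16 tested markers of the thalamus and habenula, which adjoin the hippocampus, 6 were lower and 1 was higher at the study's thresholds. By limma's adjusted p, 2 fell and 14 did not pass the test (4 fell adjusted over the list alone). Their median was -0.46 (camera adjusted p = 0.0219, and adjusted p = 0.965 with an estimated correlation). The camera adjusted p was 0.0930 without J13, 0.107 without J15 and 0.0519 without 78. The markers that fell were the kinase gene Prkcd, at 10.3 ± 1.68 FPKM in 3M and 2.27 ± 0.585 FPKM in 22M, and Ramp3, a partner of the calcitonin receptor, at 13.4 ± 5.78 and 2.97 ± 0.791 FPKM. Leaving out a 3M library moved the counts of genes that rose and fell to 19 and 15 without J11, 4 and 3 without J13, and 181 and 365 without J15. Leaving out a 22M library moved them to 6 and 5 without 72, 0 and 2 without 76, where 444 were higher and 615 lower at the study's thresholds, and 16 and 8 without 78. Of the genes past the study's thresholds, 49.2% were higher in 22M, and this share was 60.0% after median-of-ratios scaling and 58.3% after quantile normalization.

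**Figure D1:**
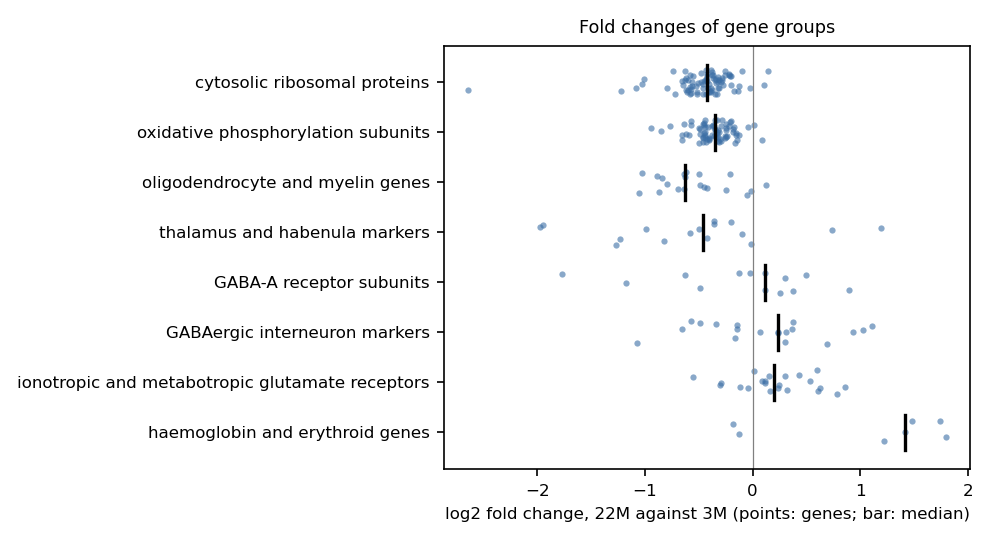
Log2 fold changes of 22M against 3M on the x axis for the tested genes of 8 groups, with a point per gene and a bar at each group's median. The medians lie between -0.62 for oligodendrocyte and myelin genes and 1.42 for haemoglobin and erythroid genes.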

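The largest changes among the genes that passed the test, had a mean of at least 1 FPKM and showed no overlap between the age groups were in genes of low and of high FPKM. By the higher group mean, these genes ran from Prss36 (2.19 FPKM in 3M) to Hba-a2 (747 FPKM in 22M). Gm15446, a predicted gene, rose to 6.27 ± 0.925 FPKM in 22M from 0.310 FPKM in J11, 0.235 FPKM in J13 and a listed 0 in J15 (log2 fold change 3.33, SE 0.230, limma adjusted p = 0.00783). The uncharacterised 6430548M08Rik rose from 8.07 ± 0.95 to 33.1 ± 2.80 FPKM, and Olfml3, a secreted protein that also stands in the list of microglia markers, rose from 0.957 ± 0.190 to 3.82 ± 1.28 FPKM. On chromosome 4, Gm10600 (42240639 to 42242685) rose to 2.83 ± 0.957 FPKM from a mean of 0.0186 FPKM. Gm13304 (42114817 to 42115917) was listed at 0 in the 3M libraries and at 2.70, 3.11 and 0.995 FPKM in 72, 76 and 78. Gm13304 is among near-identical chemokine gene copies, and Gm10600 may also share reads with copies of its sequence, so the values of both are uncertain. In the other direction, Shox2, a homeobox transcription factor gene, fell from 9.52 ± 6.90 to 0.183 ± 0.0911 FPKM. Tnnt1, a troponin T gene, fell from 15.4 ± 7.13 to 1.07 ± 0.436 FPKM, and Nexn, which encodes an actin-binding protein, from 12.3 ± 3.94 to 0.942 ± 0.380 FPKM. Sys1, a Golgi protein gene, fell by 2.80 on the log2 scale, Prss36, a serine protease gene, by 2.13, and Rab37, a small GTPase gene, by 1.86. Gm5741 was at 2.76, 3.56 and 2.33 FPKM in J11, J13 and J15 and listed at 0 in the 22M libraries, values that reads shared with near-identical copies would make uncertain. Among the 10 largest falls, Prkcd and Ramp3 stand in the list of thalamus and habenula markers. That list does not hold every gene expressed in these regions, so the other falls may include such genes too. In 3M, Shox2, Tnnt1, Ramp3, Pafah1b1 and Rab37 were lowest in J11 and highest in J13, as was that list's median deviation (-0.215 in J11, 0.504 in J13, 0.292 in J15). Nexn, Sys1, Gm5741, Prss36 and Prkcd did not have this order. A given order of 3 libraries often arises by chance, and its share over all genes was not counted. Ramp3 is itself in the list, and Pafah1b1 ranged only from 50.7 FPKM in J11 to 58.4 FPKM in J13. Whether neighbouring tissue in the dissections contributed to these falls was not tested. Fold changes ran with transcript length (Spearman rho = 0.516 across 13027 genes, which are not independent replicates). Genes were divided by length into 10 groups of equal size. In the group with the shortest transcripts, with a median of 876 bases, 25 were higher and 192 lower at the study's thresholds, and the median log2 fold change was -0.34. In the group with the longest transcripts, with a median of 7604 bases, 183 were higher and 6 lower, and the median was 0.32. Myelin genes had a median transcript length of 2038 bases, oxidative phosphorylation subunits one of 812 bases and erythroid genes one of 703 bases. After the correction for transcript length and GC content, their median log2 fold changes were -0.495, -0.0692 and 1.76 in this order. The age groups did not overlap in 4490 genes, 34.4% of those tested, where chance gives 10%.

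**Figure D2:**
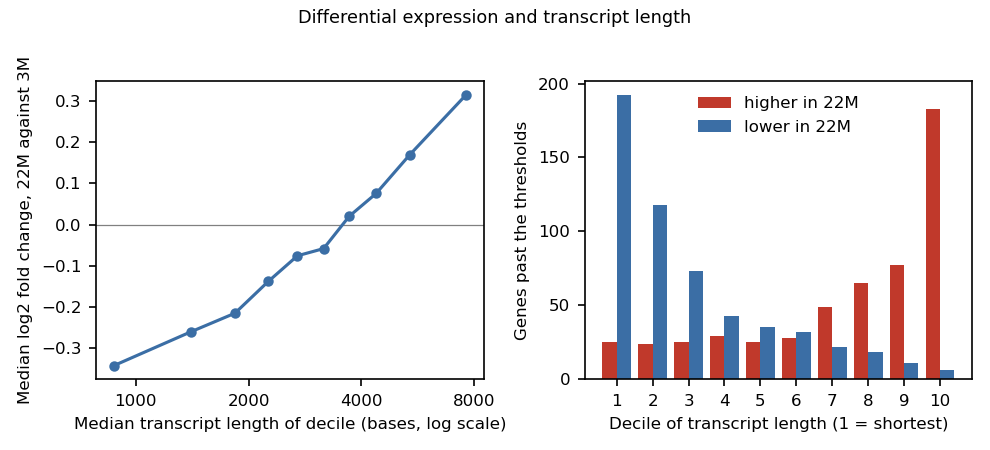
Left, the median log2 fold change of 22M against 3M in each of 10 groups of genes by transcript length (bases, log scale). Right, the number of genes higher and lower in 22M at the study's thresholds in each group, from 25 higher and 192 lower in the shortest to 183 higher and 6 lower in the longest.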

KEGG pathway enrichment analysis found that GABAergic synapse was involved in both up-regulated and down-regulated signaling pathways (Figure 3B). 

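Of 88 genes of the GABAergic synapse pathway, 77 were tested, and at the study's thresholds 9 were higher and 6 were lower in 22M. The higher genes were the GABA-A receptor subunit gene Gabrb2, the glutamine transporter gene Slc38a2, the adenylyl cyclase genes Adcy1, Adcy6 and Adcy9, the calcium channel genes Cacna1c and Cacna1d, the potassium channel gene Kcnj6 and the protein kinase C gene Prkcb. The lower genes were the GABA-A receptor subunit genes Gabra2, Gabra4 and Gabrd and the G protein subunit genes Gng8, Gng11 and Gnb2. Slc38a2, which carries glutamine into neurons, rose from 17.0 ± 1.53 to 28.7 ± 2.62 FPKM (mean ± SD, n = 3 libraries each, limma adjusted p = 0.0407). Kcnj6 was at 4.99 ± 1.86 FPKM in 3M and 10.6 ± 1.40 FPKM in 22M (limma adjusted p = 0.0623), and Gng11 was at 14.0 ± 3.23 and 5.87 ± 1.9 FPKM (limma adjusted p = 0.0578). At a limma adjusted p under 0.05, 2 genes of the pathway rose, 1 fell and 74 did not pass the test (7 rose and 6 fell adjusted over the list alone). The study chose this pathway on these samples, so the list is not independent evidence. Against all 13041 genes tested, the 9 higher genes exceeded the 3.14 expected by chance (one-sided Fisher's exact test, p = 0.004, adjusted p = 0.0466 over the 35 gene lists and both directions). The 6 lower genes stood against 3.25 expected by chance (p = 0.106, adjusted p = 0.494 by the same exact test). Their number was 3 without 72 and 8 without J15, and 3 and 2 by models with each gene's own variance on log2 values and on FPKM. The pathway's median log2 fold change was 0.11 (camera adjusted p = 0.144, and adjusted p = 0.79 with an estimated correlation, fry adjusted p = 0.526). Leaving out single libraries gave medians from 0.037 without J15 to 0.144 without 72. The camera adjusted p was 0.0223 after quantile normalization, within a range of 0.0223 to 0.29 over all alternatives. For the higher genes, the p of this exact test was 0.0797 with 7 genes when library 72 was left out, and 0.0721 with 10 genes when a gene counted as higher if any of its transcripts was. It was 0.0373 with 6 genes after the correction for transcript length and GC content, and 0.000268 to 0.0261 under the other alternatives. These p were not adjusted over the lists, while the main p of 0.004 became 0.0466 by that adjustment. Among lower genes, cytosolic ribosomal proteins were the list with the most members past the study's thresholds. Of 82 tested, 16 were lower and 0 higher (one-sided Fisher's exact test for lower genes, p = 2.54e-07, adjusted p = 8.89e-06). By limma's adjusted p, 8 fell and 74 did not pass (53 fell adjusted over the list alone). Those that fell included Rps19, a protein of the small ribosomal subunit, from 71.8 ± 11.0 to 35.3 ± 3.51 FPKM, and Rpl29, a protein of the large subunit, from 134 ± 7.80 to 80.2 ± 2.43 FPKM. The list's median log2 fold change was -0.42 (camera adjusted p = 2.42e-17, and adjusted p = 0.79 with an estimated correlation). Its median transcript length was 792 bases, and after a correction for transcript length and GC content its median was -0.16 (camera adjusted p = 9.69e-07). The number of lower ribosomal protein genes was 9 after median-of-ratios scaling, 5 after quantile normalization, 9 without J13 and 32 without J15.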

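Transcripts of 2 GABA-A receptor subunits differed in opposite directions. Gabrb2 (GABRB2), which encodes the beta2 subunit found in many GABA-A receptors of the forebrain, rose from 11.7 ± 2.14 FPKM in 3M to 22.1 ± 2.62 FPKM in 22M (mean ± SD, n = 3 libraries each), a log2 fold change of 0.89 (SE 0.155, limma adjusted p = 0.0486). Gabra2 (GABRA2), which encodes the alpha2 subunit, was at 25.5 ± 22.8 FPKM in 3M and 5.56 ± 1.05 FPKM in 22M, a log2 fold change of -1.77 (SE 0.552, limma adjusted p = 0.11). It was lower at the study's thresholds, with an unadjusted limma p of 0.016, but did not pass the adjusted test. The unadjusted p was 0.0525 without 72, and 0.0662 and 0.205 by models with each gene's own variance on log2 values and on FPKM, so it was not lower at the study's thresholds in these. In single libraries, Gabra2 was at 10.6 FPKM in J11, 51.8 FPKM in J13 and 14.2 FPKM in J15, against 4.38 FPKM in 72, 5.92 FPKM in 76 and 6.38 FPKM in 78. For both genes the 3M and 22M libraries did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Gabrb2 lies on the plus strand of chromosome 11 of GRCm38 from 42419757 to 42629028, and the deposited table holds 2 protein-coding transcripts of it. Gabrb2-201 has 10 exons and 3989 bases and was at 11.1 ± 2.05 and 21.0 ± 2.52 FPKM. Gabrb2-205, with 10 exons and 1539 bases, was at 0.635 ± 0.116 and 1.18 ± 0.282 FPKM, as far as reads can be divided between the 2. Gabra2 lies on the minus strand of chromosome 5 from 70957597 to 71095849, and its only protein-coding transcript in the annotation, Gabra2-203, has 10 exons and 5852 bases. Of the 13 tested subunit genes, out of 19 listed, 1 rose, 1 fell and 11 did not pass the test (3 rose and 3 fell adjusted over the list alone). The study took 2 of them from these samples, and the median log2 fold change was 0.11 (camera adjusted p = 0.765), turning to -0.06 after the correction for transcript length and GC content. The subunit that fell was Gabra4, which encodes the alpha4 subunit of extrasynaptic receptors, from 26.8 ± 0.792 to 17.2 ± 1.6 FPKM (log2 fold change -0.63, limma adjusted p = 0.0407). Gabrd, whose delta subunit joins alpha4 in these receptors, was at 10.3 ± 4.50 and 4.07 ± 0.767 FPKM (limma adjusted p = 0.071). Gabrb1 was at 17.0 ± 2.76 and 24.0 ± 2.73 FPKM (limma adjusted p = 0.0998). Gabra3, Gabra5, Gabrg1, Gabrg3 and Gabrr2 had log2 fold changes of -0.49 to 0.30 and limma adjusted p of 0.216 to 0.775. Gabra4, from 71569749 to 71658308 on the minus strand of chromosome 5, overlaps the start of Gabrb1, from 71658113 on the plus strand, and the use of strand in counting is not given. The adjusted p of Gabrb2 was 0.0787 by limma without a trend, 0.114 and 0.118 by models with each gene's own variance on log2 values and on FPKM, and 0.0767 after a correction for transcript length and GC content. It was 0.0822 to 0.152 when J11, J13, 72, 76 or 78 was left out, within a range of 0.0265 to 0.216 over all alternatives. Leaving out J13 gave Gabra2 a log2 fold change of -1.09 (limma adjusted p = 0.146, within a range of 0.0627 to 0.418 over all alternatives). No substrain of C57BL/6 is named, so a genetic difference between the age groups stays open for Gabra2 and for every other gene compared. The paper does name the same animal centre for both ages. From the higher Gabrb2 and the lower Gabra2, the paper reasons to an imbalance between these subunits in aging mice.

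**Figure D3:**
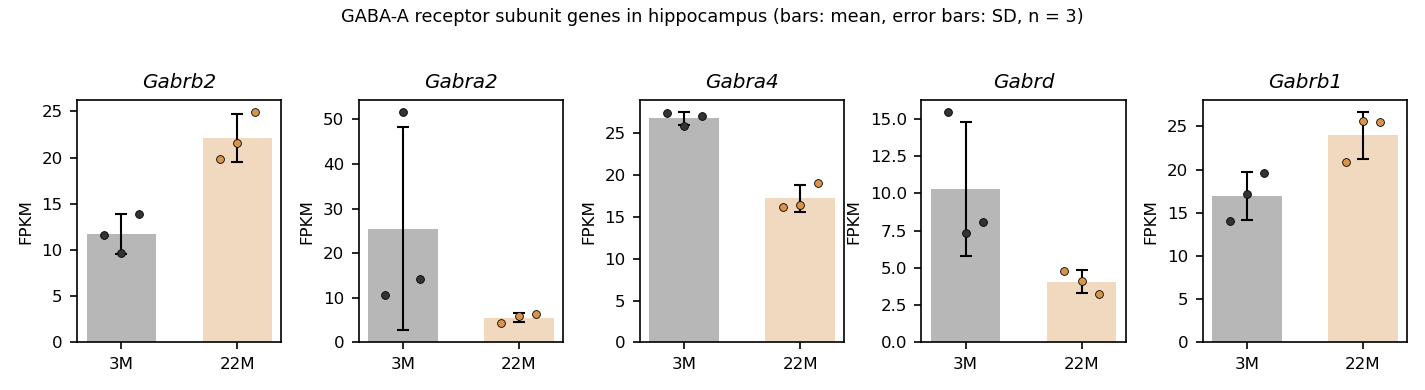
FPKM of 5 GABA-A receptor subunit genes in 3M and 22M hippocampus, with a point per library, a bar at the mean and error bars of 1 SD (n = 3). Gabrb2 lies between 9.63 and 13.9 FPKM in 3M and between 19.8 and 25.0 FPKM in 22M, and 1 of the 3M libraries, J13, stands at 51.8 FPKM for Gabra2.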

We further analyzed the differential expression genes and found that GABRB2 (*P*<0.05) was up-regulated in the aging hippocampus whereas GABRA2 (*P*<0.01) was down-regulated in the aging hippocampus, indicating an imbalance of GABRB2 and GABRA2 expressions in aging mice (Figures 3C,D). We then employed hippocampal immunohistochemistry to further validate the GABRB2 and GABRA2 protein expressions in aging mice. Consistent with the mRNA-seq results, we verified that GABRB2 protein expression (*P*<0.01) was increased in the aging hippocampus whereas GABRA2 protein expression (*P*<0.01) was decreased in the aging hippocampus (Figures 4A–C). This study laid a foundation for further study on the mechanism of MA in improving hippocampus aging.

**Figure 3:**
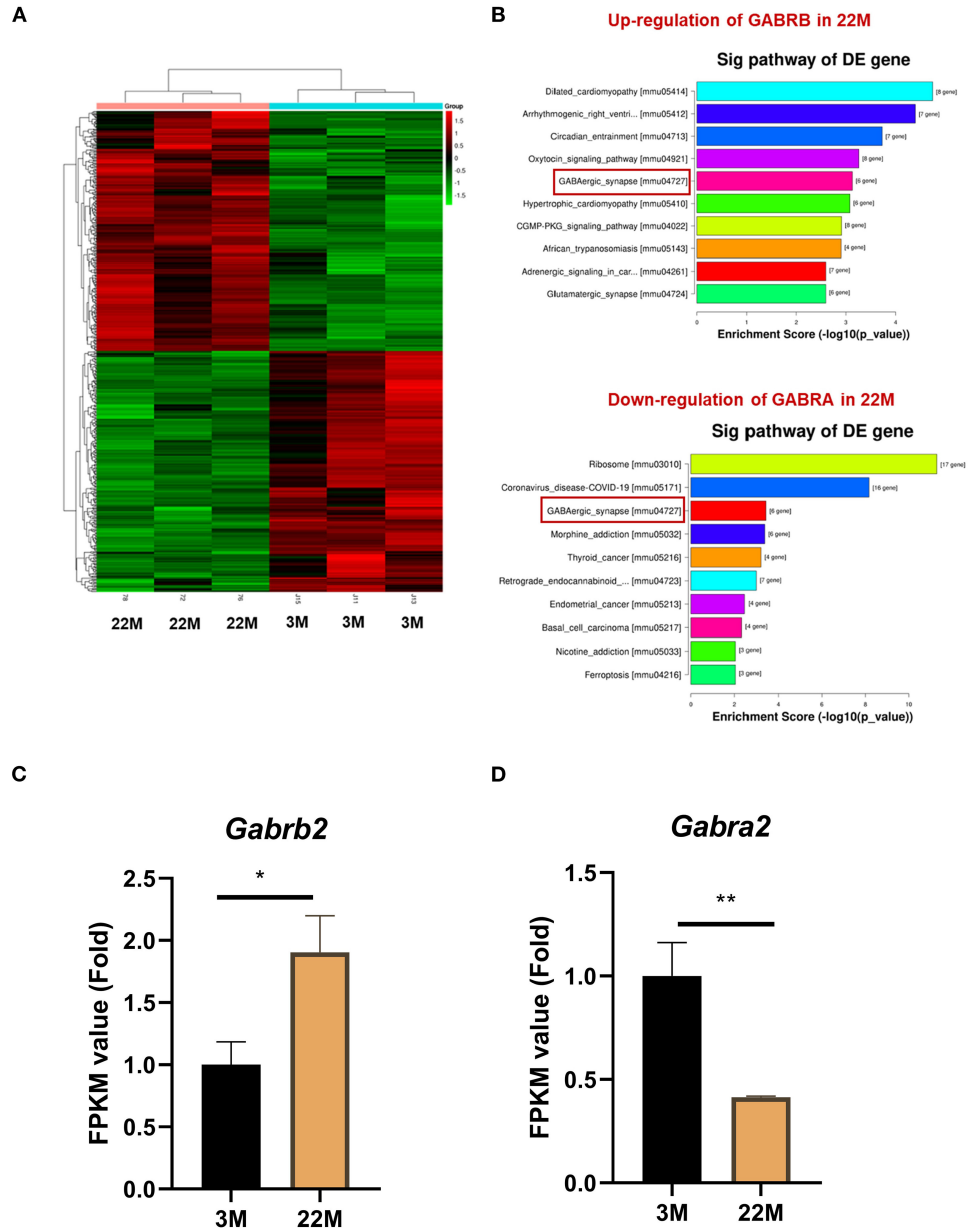
GABRB2 and GABRA2 expression were evaluated by mRNA-seq of hippocampus in aging mice. **(A)** Heat map of hippocampus between 3M and 22M group. **(B)** KEGG analysis of the hippocampus between 3M and 22M group. **(C,D)** FPKM value of GABRB2 and GABRA2 in the hippocampus by mRNA-seq. Data were represented as mean ± SD and were analyzed by Student *t*-test. *P < 0.05 and **P < 0.01.

**Figure 4:**
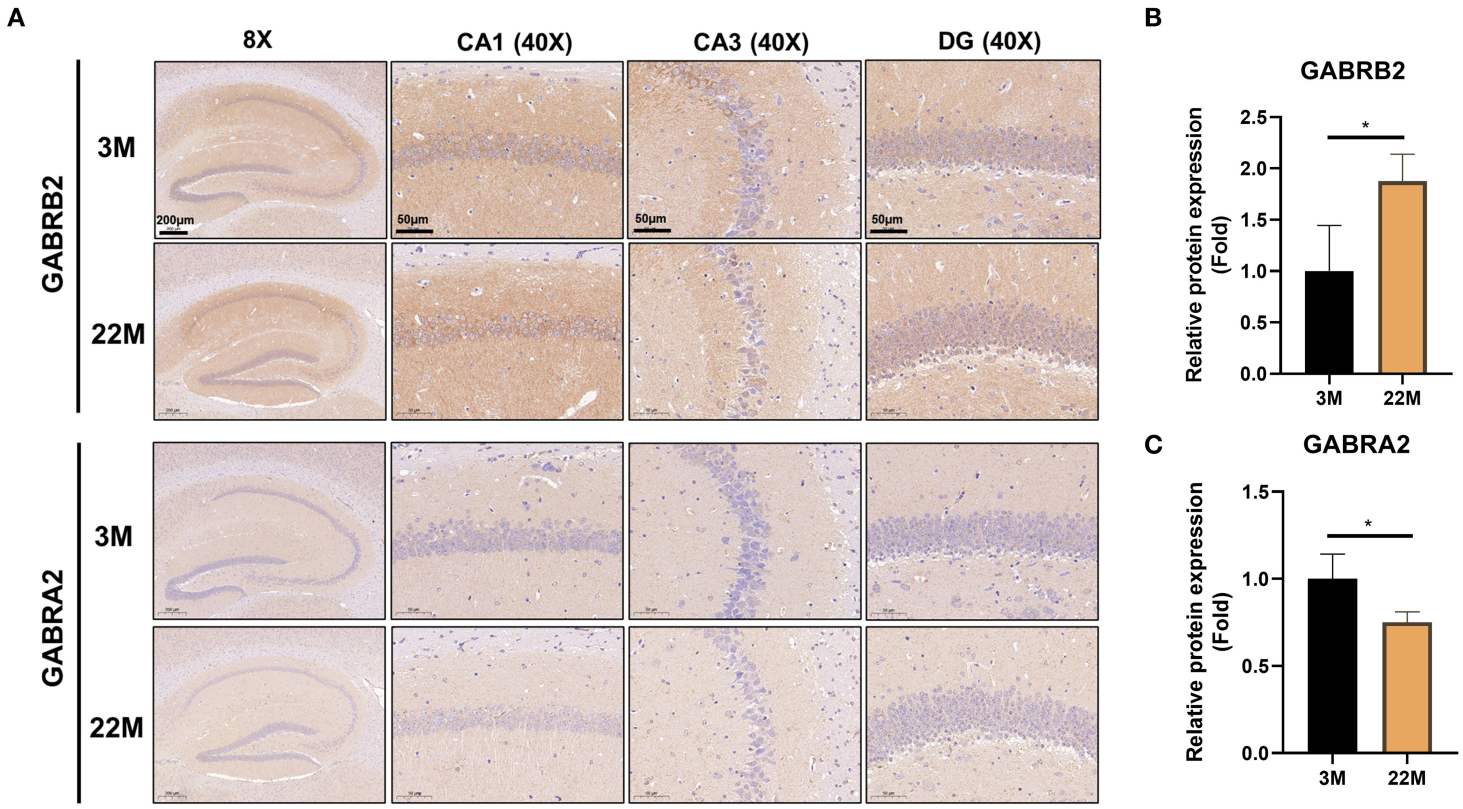
Validation of GABRB2 and GABRA2 expression by IHC of hippocampus in aging mice. **(A)** IHC of GABRB2 and GABRA2 in the hippocampus between 3M and 22M group. The magnifications and scale bars were shown in **(A)**. **(B,C)** Relative expressions of GABRB2 and GABRA2 were calculated by IHC. Data were represented as mean ± SD and were analyzed by Student *t*-test. *P < 0.05.

### MA alleviated the damage of exploration and spatial memory ability in aging mice

MA, a saturated fatty acid, was a promising anti-aging effective constituent in previous studies. First, we evaluated the safety of MA treatment on aging mice. Using HE staining, we found that MA could not lead to damage to organs, including heart, liver, spleen, lung, kidney, and testis (Supplementary Figure 1). Expectedly, MA alleviated hippocampal aging to some extent. In the open field test, we examined an improved exploration ability in aging mice, including increased Total Distance (*P* < 0.05), Number of Center (*P*<0.05), Time Center (*P*<0.05), and Time Center vs Time Periphery (*P*<0.05); and decreased Quiescent Time (*P*<0.05); and an upward trend in Distance center and Distance Center vs Distance Periphery and a downward trend in Time Periphery (Figure 5A). In Morris water maze, we observed a reduced escape latency in the navigation test (Two-way ANOVA, *P*<0.01 in 3d and *P*<0.001 in 4d) and increased platform crossover number (Mann-Whitney U test, *P*<0.05) in the space exploration test, indicating MA improved hippocampus-dependent spatial memory (Figures 5B–D).

**Figure 5:**
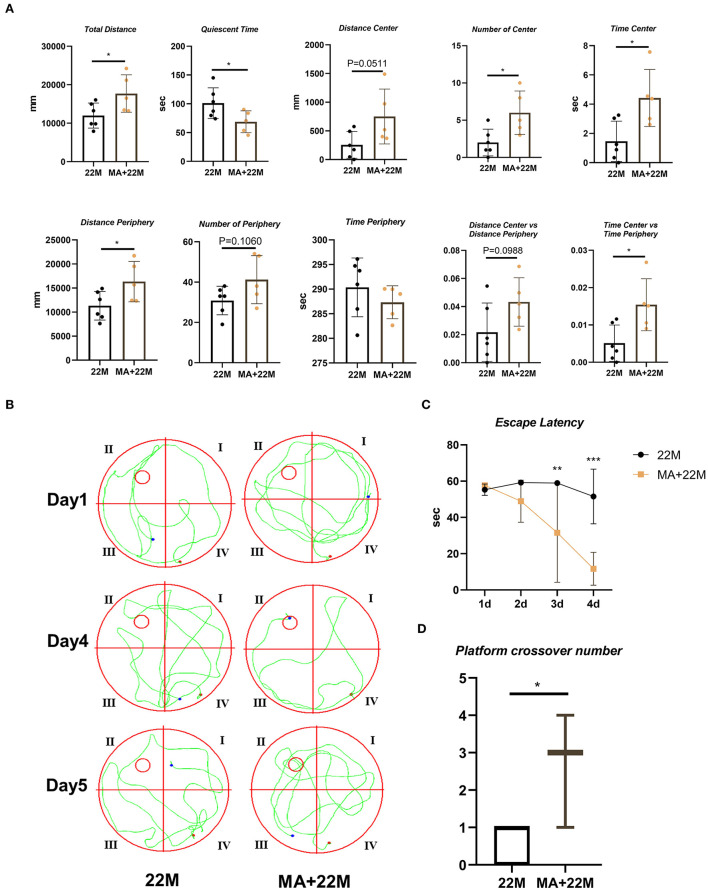
Evaluation of exploration and spatial memory ability in MA-treated aging mice. **(A)** The parameters of open field test between aging mice (22M) and MA-treated aging mice (MA+22M) group. Data were represented as mean ± SD and were analyzed by Student *t*-test. *P < 0.05. **(B)** The locus diagrams of Morris water maze between 22M and MA+22M group. Day 1th and Day 4th, Navigation test; Day 5th, Space exploration test. **(C)** Escape Latency in the navigation test of Morris water maze between 22M and MA+22M group. Data were represented as mean ± SD and were analyzed by two-way ANOVA following Bonferroni's multiple comparisons test. **P < 0.01 and ***P < 0.001. **(D)** Platform crossover number in the space exploration test of Morris water maze. Mann-Whitney *U* test was employed and a box plot was used. *P < 0.05.

### MA ameliorated degeneration and aging of hippocampal neurons

We further used H&E and Nissl staining to demonstrate the effect of MA on hippocampal histomorphology. We found an improvement in the disorder of hippocampal neurons and clearer Nissl bodies in MA-treated aging mice (Figure 6A). Accordingly, our quantitative results also showed that the rate of Nissl positive cells was increased (*P*<0.01) and the rate of neurodegeneration was decreased (*P*<0.01) (Figures 6B,C). Furthermore, hippocampal immunofluorescence of nerve regeneration marker Nestin demonstrated that MA increased Nestin protein expression (*P*<0.05); an increased trend of Sox2, another nerve regeneration marker, was observed in MA-treated aging hippocampus (Supplementary Figures 2A–D). IHC of Classic aging marker P16 also displayed that MA-treated aging hippocampus reduced the aging marker P16 protein expression (*P*<0.01). There was a decreasing trend of P21 protein expression in the aging hippocampus, although there was no statistical difference (Figures 6D–F). We also explored the effect of MA on cerebral cortex neurons and found that MA could alleviate neurodegeneration of cerebral cortex and reduce aging marker P16 expression (Supplementary Figures 3A–D).

**Figure 6:**
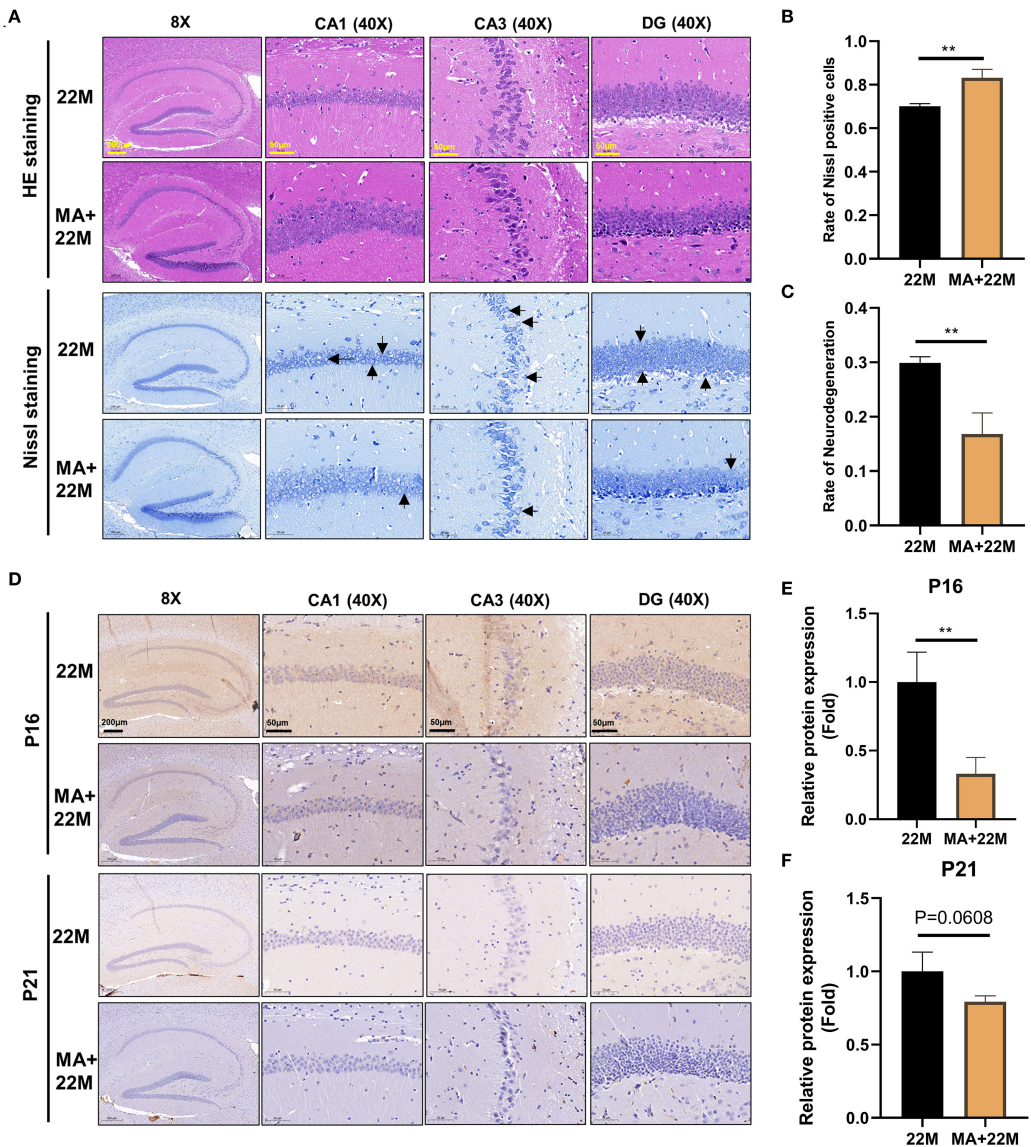
Evaluation of hippocampal histomorphology in MA-treated aging mice. **(A)** H&E and Nissl staining in hippocampus between 22M and MA+22M group. The magnifications and scale bars were shown in **(A)**. **(B,C)** Nissl positive cells and Neurodegeneration percentage in hippocampus were assessed by Nissl staining between 22M and MA+22M group. Data were represented as mean ± SD and were analyzed by Student *t*-test. **P < 0.01. Arrows showed degenerated neurons. **(D)** IHC of senescence markers P16 and P21 in the hippocampus between 22M and MA+22M group. The magnifications and scale bars were shown in **(D)**. **(E,F)** Relative expressions of senescence markers P16 and P21 calculated by IHC. Data were represented as mean ± SD and were analyzed by Student *t*-test. **P < 0.01.

### MA alleviated hippocampal aging correlated with GABAergic signaling

To further explore the mechanism of MA-treated hippocampus aging in mice, we employed hippocampus IHC to further validate the GABRB2 and GABRA2 protein expressions in MA-treated aging mice. We verified that GABRB2 protein expression was decreased (*P*<0.05) in the aging hippocampus whereas GABRA2 protein expression was increased (*P*<0.05) in MA-treated aging hippocampus, indicating that MA may improve the imbalance of GABAergic expressions (Figures 7A–C, Supplementary Figures 4A–D).

**Figure 7:**
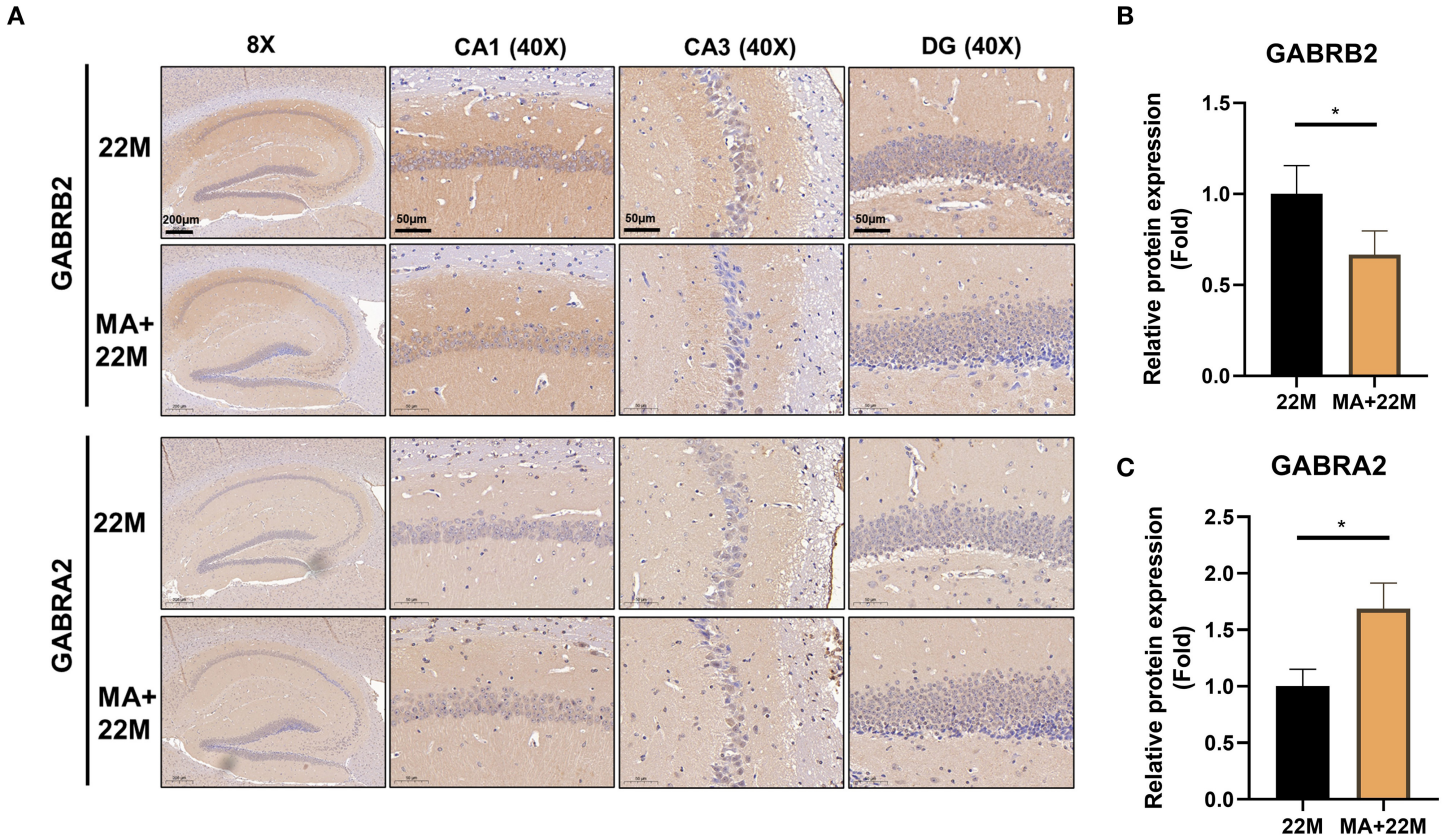
Validation of GABRB2 and GABRA2 expression by IHC of hippocampus in MA-treated aging mice. **(A)** IHC of GABRB2 and GABRA2 in the hippocampus between 22M and MA+22M group. Magnifications and scale bars were shown in **(A)**. **(B,C)** Relative expressions of GABRB2 and GABRA2 were calculated by IHC. Data were represented as mean ± SD and were analyzed by Student *t*-test. *P < 0.05.

## Discussion

Our study demonstrated that MA, a saturated fatty acid extracted from cardamom oil, coconut oil, palm kernel oil, etc., ameliorated the aging of hippocampus correlated with GABAergic signaling. Aging mice displayed a decline in exploration and spatial memory ability, impairment in the hippocampal histomorphology, upregulation of GABRB2 and downregulation of GABRA2 expression; these effects were improved by the administration of MA.

In aging mice of 22M, a decreased exploration and spatial memory ability were observed using open field test and Morris water maze, which were consistent with previous studies (20, 21). As we know, exploration and spatial memory ability assessed by open field test and Morris water maze respectively are hippocampus-dependent type of exploration and memory ability (22, 23). Hippocampus, as an important part of the limbic system of the brain, is a high-level regulatory center of the neuroendocrine system, whose function is closely related to aging. Aging is characterized by a decrease of hippocampal neurons (5), which was verified by H&E and Nissl staining in our study. To further explore the mechanism of hippocampus aging, we employed mRNA-seq to detect differential gene expressions in the hippocampus between young and aging mice. 

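Of 34 genes of oxytocin and vasopressin receptors and calcium signalling, 28 were tested, 1 rose and 27 did not pass the test (4 rose and 1 fell adjusted over the list alone), and at the study's thresholds 6 were higher and 1 was lower (one-sided Fisher's exact test for higher genes, adjusted p = 0.011). Ryr2, the ryanodine receptor that releases calcium from the endoplasmic reticulum, rose from 19.7 ± 3.29 FPKM in 3M to 43.5 ± 0.722 FPKM in 22M (mean ± SD, n = 3 libraries each), a log2 fold change of 1.13 (SE 0.123, limma adjusted p = 0.0302). The calcium channel genes Cacna1c and Cacnb4 had log2 fold changes of 0.68 and 0.61 (limma adjusted p = 0.0537 and 0.0585), and Plcb4, a phospholipase C gene also expressed in the thalamus, had one of -1.05 (limma adjusted p = 0.141). Oxtr, the oxytocin receptor gene itself, was at 1.67 ± 0.116 and 2.29 ± 0.327 FPKM (limma adjusted p = 0.193), and the hormone gene Oxt was not among the genes tested. The list's median log2 fold change was 0.21 (camera adjusted p = 0.0385, and adjusted p = 0.79 with an estimated correlation), at a median transcript length of 4272 bases. Its camera adjusted p was 0.0928 without J13, 0.0776 without 78, 0.0578 with array weights and 0.0575 without J11 and 78. After the correction for transcript length and GC content it was 0.327, with a median of 0.10. Of 11 endocannabinoid genes, 10 were tested and 0 rose or fell by limma (0 adjusted over the list alone, 0 at an unadjusted p under 0.05). Of these genes 0 were past the study's thresholds, and the median was 0.18 (camera adjusted p = 0.832). It was 0.01 without J11, and turned to -0.08 without J13 and -0.15 without 76. Cnr1, which encodes the cannabinoid receptor of presynaptic terminals, was at 27.8 ± 1.07 and 34.6 ± 5.99 FPKM (limma adjusted p = 0.221), and Mgll, whose enzyme degrades an endocannabinoid, was at 34.3 ± 2.36 and 26.9 ± 7.91 FPKM (limma adjusted p = 0.307).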

We found that GABAergic synapse, oxytocin and endocannabinoid signaling were involved in this process. Aging induced oxytocinergic transmission impairment in the central nervous system (24); oxytocin in people aged over 65 may be associated with aging-related changes in hippocampus (25). Furthermore, oxytocin induced GABA release onto mossy cells of the rat dentate gyrus of hippocampus (26). Endocannabinoid system activity contributes to the homeostatic defense against aging and thus may retard brain aging (27, 28). Besides, cannabinoid type 1 receptor activity on hippocampal GABAergic neurons ameliorated age-dependent cognitive decline by decreasing pyramidal cell degeneration and neuroinflammation (29). Given that both oxytocin and endocannabinoid signaling can participate in the regulation of the GABA pathway, we focused on GABAergic signaling in this study. KEGG pathway analysis was found that GABRB2 was upregulated whereas GABRA2 was downregulated, which was verified by IHC of hippocampus between young and aging mice. Previous studies also demonstrated that GABRA2 expression decreased with age in the hippocampus (9, 10). However, aging-related disorders on GABRB2 expression are contradictory. The mRNA level of GABRB2 in the nucleus accumbens and prefrontal cortex was decreased in middle-aged female mice (30). However, kainic acid, an epileptic seizures inducer in mice, could downregulate GABRB2 expression (31). The reasons of contradictory results of GABRB2 expression may be due to the differences in brain regions and disease detections. 

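Of 19 tested markers of GABAergic interneurons, 1 rose and 18 did not pass the test (2 rose adjusted over the list alone), with a median log2 fold change of 0.23 (camera adjusted p = 0.144, and adjusted p = 0.994 with an estimated correlation). Leaving out single libraries gave medians from 0.114 without 76 to 0.313 without 72. The camera adjusted p was 0.0333 without J11 and 0.0176 after the correction for transcript length and GC content, both towards higher, within a range of 0.0176 to 0.397 over all alternatives. The marker that rose was Erbb4, a neuregulin receptor of interneurons, from 3.68 ± 0.722 FPKM in 3M to 8.52 ± 1.55 FPKM in 22M (mean ± SD, n = 3 libraries each, limma adjusted p = 0.0479). Sst, which encodes somatostatin, was at 382 ± 68.6 and 470 ± 44.2 FPKM (limma adjusted p = 0.239), and Pvalb, which encodes parvalbumin, at 81.5 ± 35.2 and 52.0 ± 5.47 FPKM (limma adjusted p = 0.234). Of 18 tested genes of GABA synthesis, transport, breakdown and the inhibitory synapse scaffold, 0 rose or fell by limma (0 adjusted over the list alone, 4 at an unadjusted p under 0.05), and the median was 0.14 (camera adjusted p = 0.144, and adjusted p = 0.79 with an estimated correlation). Without J11 the camera adjusted p was 0.0417, towards higher, within a range of 0.0417 to 0.551 over all alternatives. Gad2, a GABA-synthesising enzyme, was at 34.3 ± 14.5 and 32.7 ± 4.83 FPKM, and Slc32a1, the vesicular GABA transporter, at 31.6 ± 18.0 and 18.7 ± 2.00 FPKM. In J11 alone, Gad2 was at 50.8 and Slc32a1 at 51.8 FPKM. This library also held transcripts of the striatum, a region rich in GABAergic neurons: Penk was at 663 FPKM in J11 and at 29.8 to 51.4 FPKM in the other 5 libraries, and Adora2a at 55.9 FPKM against 0.207 to 0.720 FPKM. Over the 18 markers of cortex and striatum, the median deviation of J11 from the mean over libraries was 2.05 on the log2 scale, and the median log2 fold change was -1.04 (camera adjusted p = 0.645), but 0.01 without J11 (camera adjusted p = 0.880, within a range of 0.289 to 0.880 over all alternatives). By limma 0 of them rose or fell (1 rose adjusted over the list alone, 3 at an unadjusted p under 0.05). Gad1, the other GABA-synthesising enzyme, was at 25.6, 110 and 15.8 FPKM in J11, J13 and J15 and at 93.7 ± 7.80 FPKM in 22M (limma adjusted p = 0.226). Of 22 glutamate receptor genes, on the excitatory side, 0 rose or fell by limma (0 adjusted over the list alone, 6 at an unadjusted p under 0.05) while 3 were higher at the study's thresholds, and the median was 0.20 (camera adjusted p = 0.0126, and adjusted p = 0.79 with an estimated correlation). Grin2a, an NMDA receptor subunit, was at 16.8 ± 6.52 and 29.6 ± 4.08 FPKM (limma adjusted p = 0.11). These genes had a median transcript length of 5079 bases, and after the correction for transcript length and GC content their median was 0.02 (camera adjusted p = 0.551).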

Overall, we implied an imbalance of GABAergic signaling in the hippocampus between young and aging mice, which may provide insight into the discovery of targets in aging-related disorders.

To further explore the anti-aging effect of drugs through the GABAergic signaling pathway, MA, a saturated fatty acid, was selected and employed to verify the effect and mechanism of anti-hippocampus aging. Studies have reported that aging was accompanied by a decline in MA, indicating MA played an important role in aging-related disorders (14). However, contradicting our study, Zeng et al. pointed out that MA may promote tumor progression and drug resistance, which may be due to different diseases studied and different drug doses (32). Furthermore, previous studies have demonstrated that MA could promote the proliferation and differentiation of neural stem cells *in vitro* (13). The isomer of MA, Myristoleic acid, could suppress osteoclastogenesis and bone resorption by inhibiting RANKL activation, indicating MA had a potential therapeutic effect on aging-related diseases (15). However, the effect of MA on hippocampal neurons aging has not been reported *in vivo*. We employed 22-month-old naturally aged C57BL/6 mice to evaluate the effect and mechanism of MA on hippocampal aging. Our investigations indicated that MA alleviated hippocampal aging correlated with GABAergic signaling. To the best of our knowledge, this is the first time that we report that MA improved hippocampal aging, which was expected to provide new drugs for combating aging-related diseases.

Our current study has some limitations. We performed *in vivo* study to verify the effect of MA alleviating hippocampus aging via regulating GABAergic expressions. However, there is still a lack of *in vitro* experiments to further explore the effect and mechanism of MA in improving the aging of hippocampal neurons. Secondly, the knockout and overexpression of GABRA2 and GABRB2 in animals and hippocampal neurons are worthy of further exploration to verify the role and mechanism of hippocampal aging and MA in improving hippocampal neuronal aging. As a potential nutritional supplement for the treatment of aging-related diseases, such as Alzheimer's disease and osteoporosis, MA is worthy of further verification by clinical trials.

In conclusion, we demonstrated a decline in exploration and spatial memory ability and impairment of hippocampal histomorphology in aging mice, which may result from an imbalance of GABRB2 and GABRA2 expressions. MA, a saturated fatty acid extracted from food, alleviated the aging of hippocampus correlated with GABAergic signaling (Figure 8). Our study indicated that MA has the potential as a nutritional supplement, which may provide insight into the treatment and prevention of aging-associated diseases.

**Figure 8:**
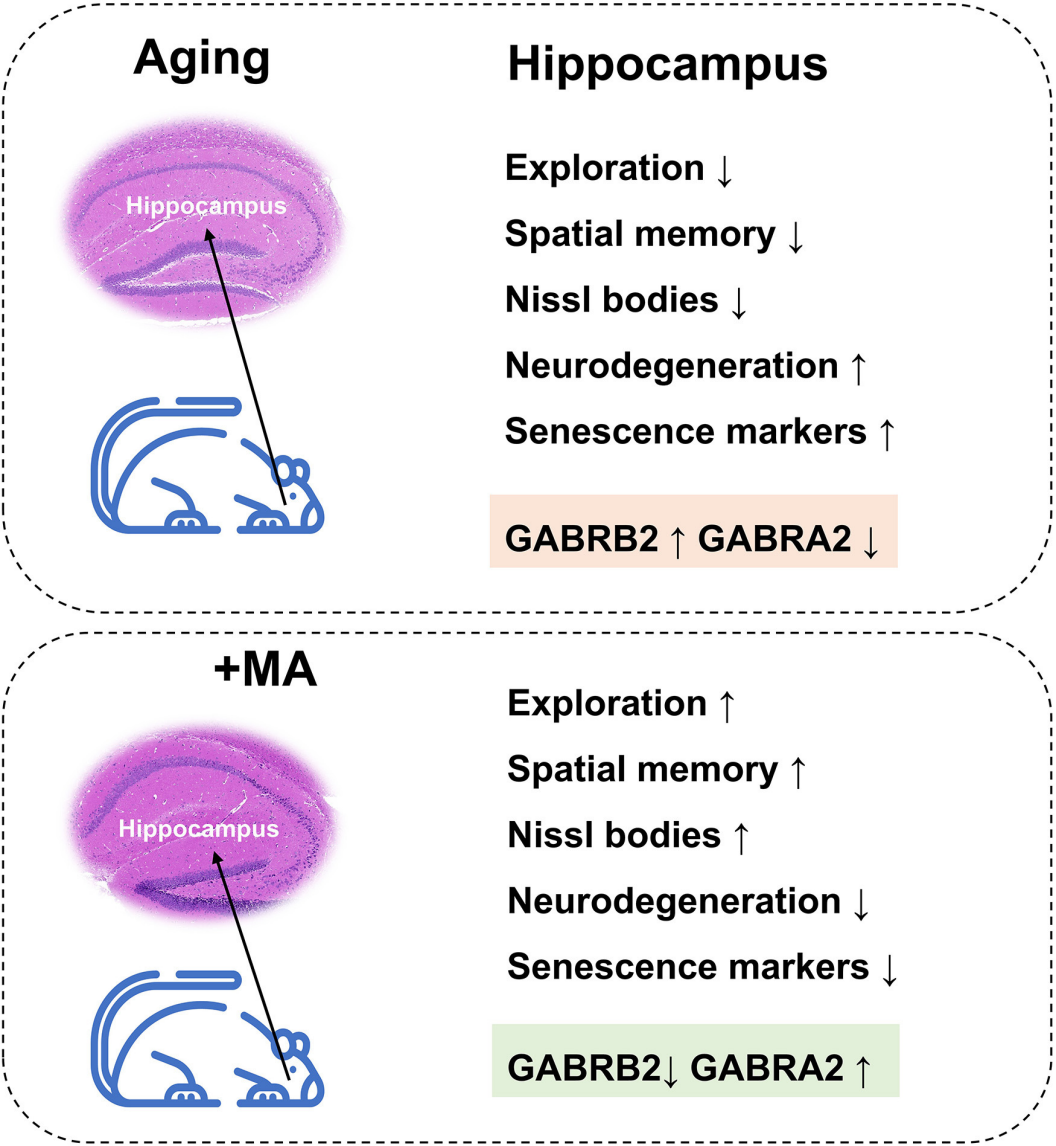
Working model. Aging mice displayed a decline in exploration and spatial memory ability, impairment in hippocampal histomorphology, upregulation of GABRB2, and downregulation of GABRA2 expression; these effects were improved by the administration of MA.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI; GSE201029.

## Ethics statement

The animal study was reviewed and approved by the First Affiliated Hospital of Guangzhou University of Chinese Medicine.

## Author contributions

QS, XJ, HR, and GS designed the project. QS, GC, PZ, WZ, HC, DY, FY, HL, XZ, and JH performed the experiments. QS, GC, and PZ wrote the original draft of the manuscript. XJ, HR, GS, and DL reviewed and edited the manuscript, supervised the research, and all authors analyzed the data. All authors read and approved the final manuscript.

## Funding

This work was supported in part by the following grants: National Natural Science Foundation of China (81904225), Guangzhou Science and Technology Project (202201011169), Guangdong Natural Science Foundation (2020A1515110322 and 2021A1515011247 and 2022A1515012062), Innovative Team Project of the Department of Education of Guangdong Province (2021KCXTD017), High-Level University Collaborative Innovation Team of GZUCM (2021xk57), Graduate Research Innovation Project of GZUCM (A1-2606-21-429-001Z22). The funding institutions had not any role in the study design, data collection, data analysis, interpretation, or writing of the report in this study.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Myristic acid alleviates hippocampal aging correlated with GABAergic signaling
**Source:** Front Nutr. 2022 Sep 8;9:907526. doi: 10.3389/fnut.2022.907526
**Supplement:** Supplementary file 1

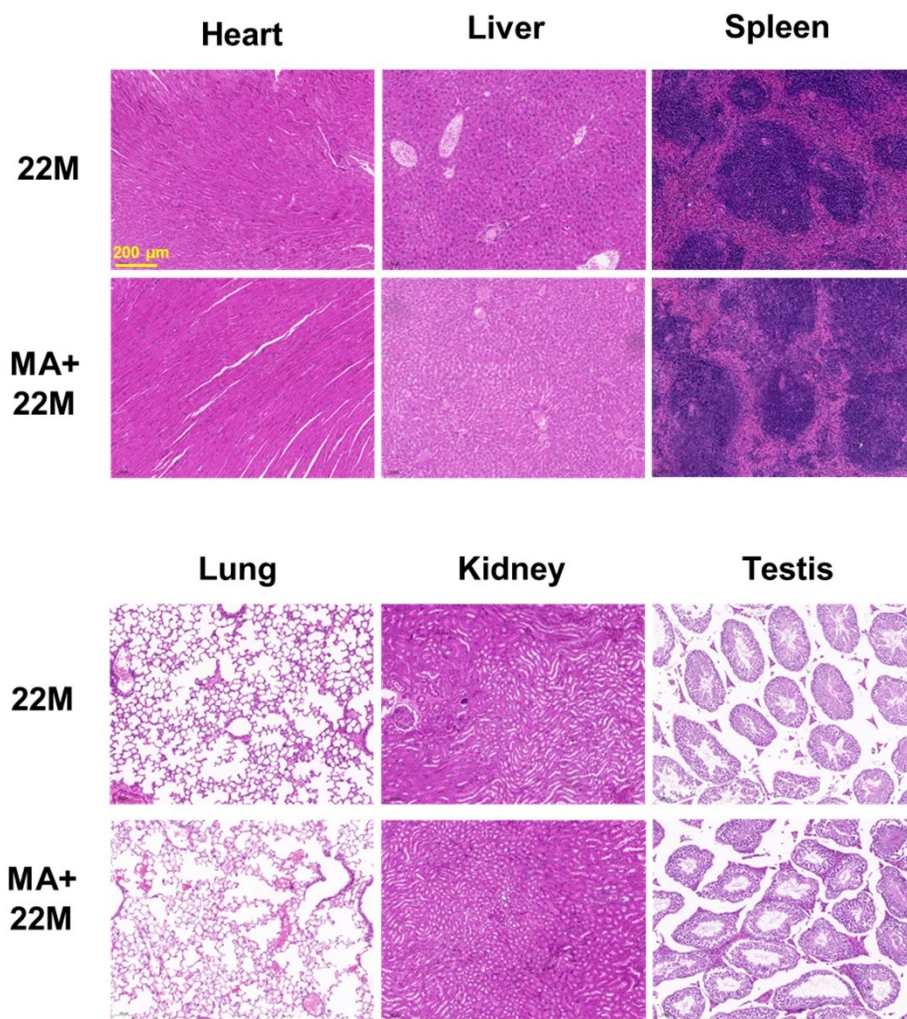

Supplementary Figure 1. Safety of MA treating aging mice on the organs including heart, liver, spleen, lung, kidney, and testis by HE staining.

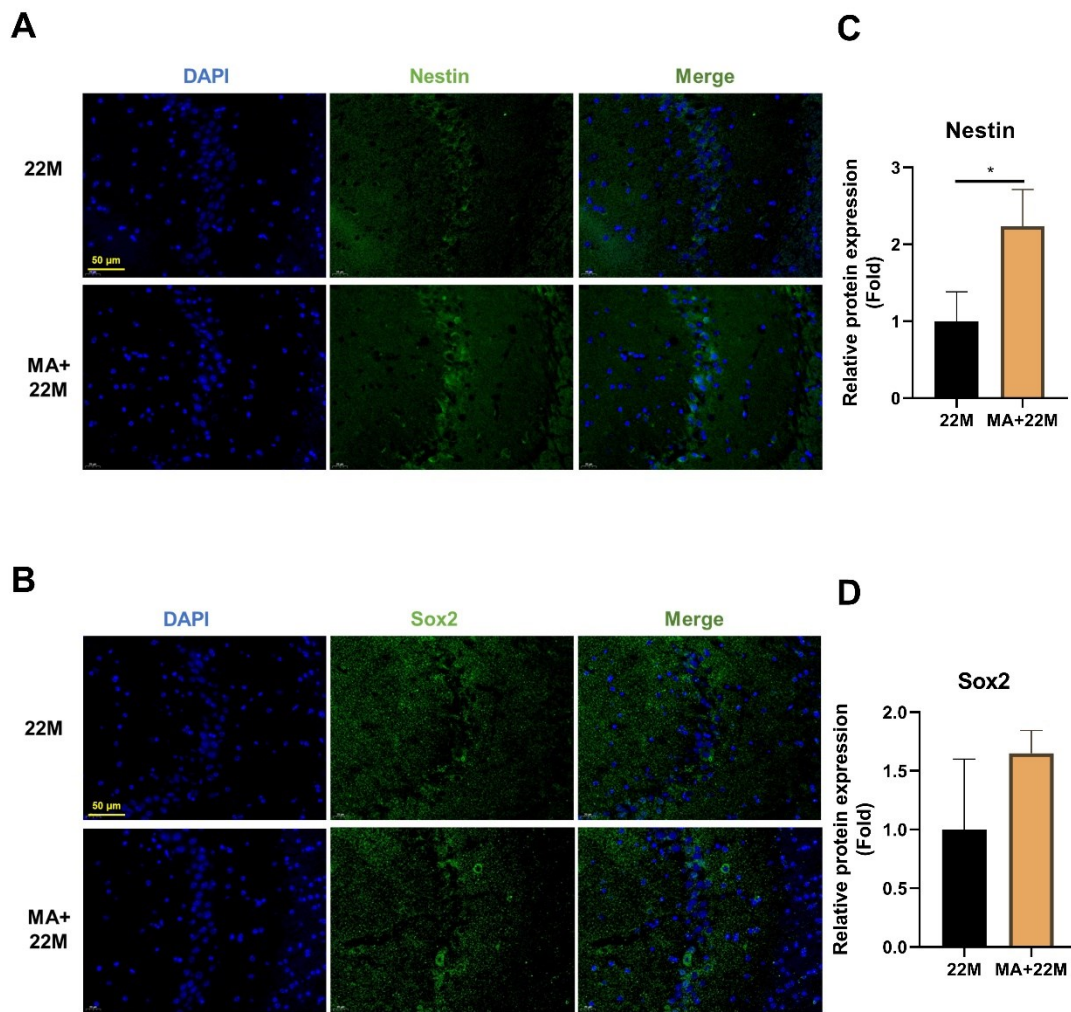

Supplementary Figure 2. Hippocampal Nestin and Sox2 were detected by immunofluorescence (IF) in MA-treated aging mice. (A-B) IF of Nestin and Sox2 in the hippocampus between 22M and MA+22M group. Magnifications: 40 $\times$; Scale bars: 50 μ m. **(C-D)** Relative expressions of Nestin and Sox2 were calculated by IF. Data were represented as mean $\pm$ SD and were analyzed by Student *t*-test. *P < 0.05.

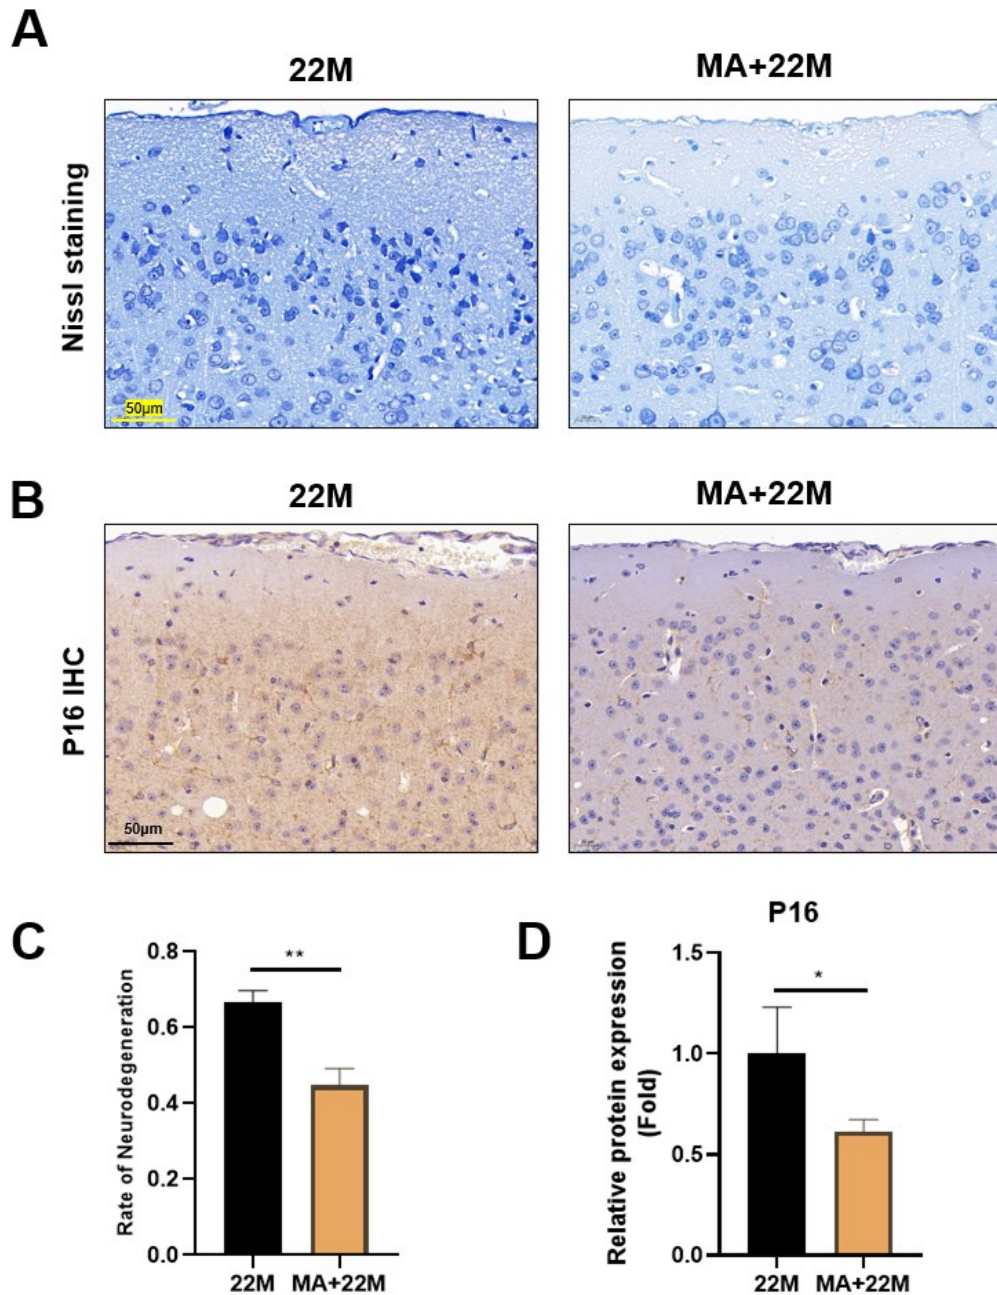

Supplementary Figure 3. Evaluation of cortex histomorphology in MA-treated aging mice. (A) Representative images of Nissl staining in the cortex. Magnifications: 40×; Scale bars: 50 μm. **(B)** Representative images of P16 IHC in the cortex. Magnifications: 40×; Scale bars: 50 μm. **(C)** The statistics of the rate of neurodegeneration in the cortex. Data were represented as mean ± SD and were analyzed by Student *t*-test. **P < 0.01. **(D)** The statistics of the relative P16 protein expression in the cortex. Data were represented as mean ± SD and were analyzed by Student *t*-test. *P < 0.05.

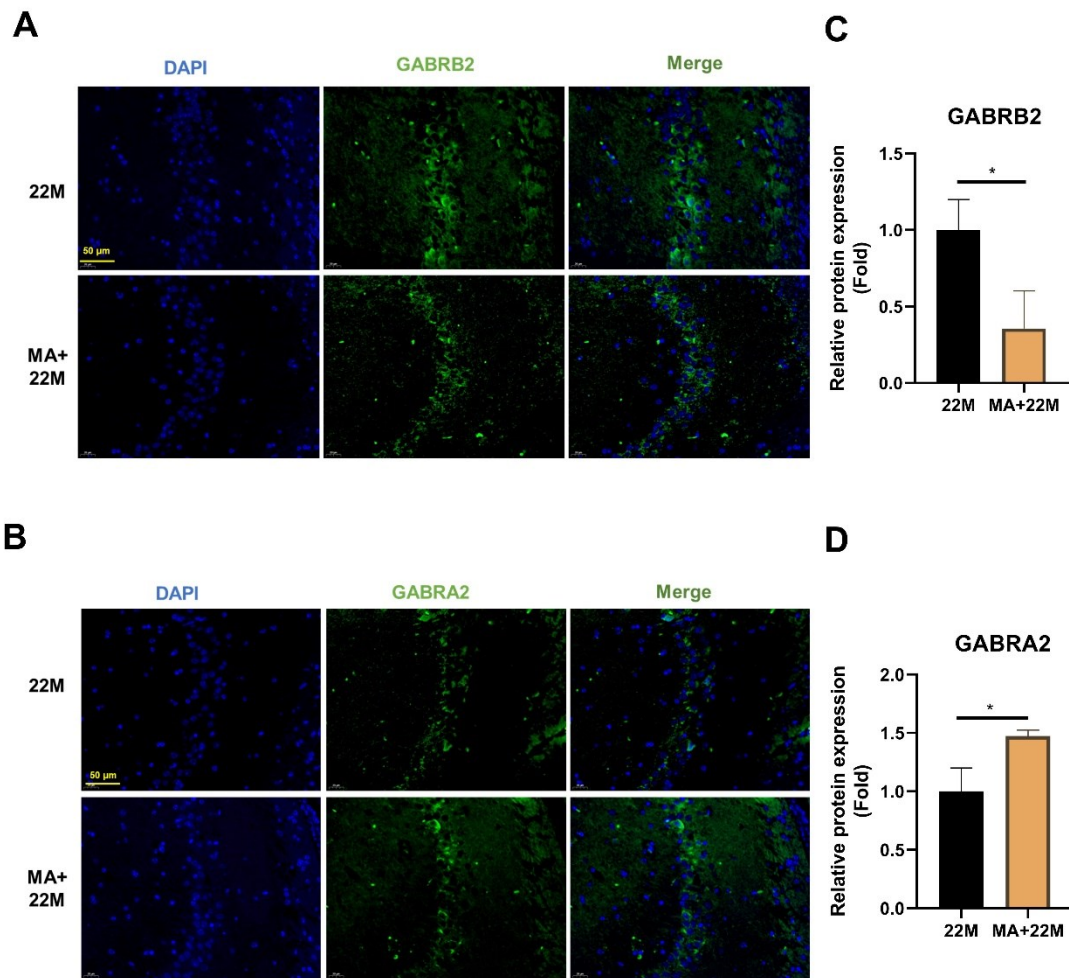

Supplementary Figure 4. Hippocampal GABRB2 and GABRA2 were detected by IF in MA-treated aging mice. (A-B) IF of GABRB2 and GABRA2 in the hippocampus between 22M and MA+22M group. Magnifications: 40 $\times$; Scale bars: 50 μ m. **(C-D)** Relative expressions of GABRB2 and GABRA2 were calculated by IF. Data were represented as mean $\pm$ SD and were analyzed by Student *t*-test. *P < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

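Hippocampal mRNA of 3M and 22M male C57BL/6 mice was measured in 6 libraries, 3 per age group, and the 6 columns of the deposited table were assigned to the ages by the library names in the sample labels. The authors selected polyadenylated RNA, made stranded libraries and deposited FPKM values, 1 per transcript and library, for 25409 protein-coding transcripts. HISAT2 and the build GRCm38 (mm10) are named in the submitters' processing notes, while the quantifier, its version and the annotation release are not given in the sources used here. In FPKM the fragments are divided by transcript length and by the mapped total of the library, so differences in fragment size, RNA quality or composition between libraries stay in the values. The deposited FPKM hold no counts and the depth per library is unknown, so no interval for counting error could be given and the precision comes from the spread between libraries alone.

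From the deposited FPKM, the values of a gene's transcripts were summed to 13321 genes, and the 13041 genes with a mean of at least 0.5 FPKM were tested with limma 3.58.1 in R 4.3.3 (two-sided, variance trend, log2(FPKM + 0.5), Benjamini-Hochberg adjustment). The 23637 transcripts with a mean of at least 0.5 FPKM were tested in the same way. The study's thresholds, an unadjusted P under 0.05 and a log2 fold change beyond 0.585, were applied beside the adjusted p. The 35 gene lists with 840 entries were tested with camera at a preset correlation of 0.01, with an estimated correlation, with fry, and with one-sided Fisher's exact tests against all genes tested, each adjusted over the lists (Fisher's test over lists and both directions). The list of the GABAergic synapse pathway was written from knowledge of the KEGG pathway and may differ from the version the authors used. Single values were compared by exact two-sided permutation tests. Transcript lengths, GC content, spans and coordinates came from GENCODE release vM21 on GRCm38, where 99.8% of the transcript identifiers were found without their version and 94.8% with it.

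The comparisons between the ages, the tests of genes and lists, the lists and most alternatives were fixed before the data were examined. Most tests of technical explanations were chosen after results were seen, and some of their criteria were changed then. Fixed with the comparisons was the rule for the genes named: Gabrb2 and Gabra2, the genes of the proteins measured in other assays (Cdkn2a, Cdkn1a, Nes and Sox2), the 10 largest changes in each direction among genes past the adjusted p with a mean of at least 1 FPKM and no overlap between the ages, up to 4 members of each list by p, and the tested GABA-A receptor subunits. Not every gene the rule gives is printed. Other genes named as members of a count, or as levels in single libraries, were chosen after their values were seen. The alternatives were other pseudocounts and filters, median-of-ratios scaling, quantile normalization, limma without trend, models with each gene's own variance, array weights, single transcripts and leaving out each library. Added after the data were examined were a correction of each library for transcript length and GC content (natural splines with 4 degrees of freedom each) and leaving out J11 and 78 together.

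The tests were checked on simulated data with the mean of each gene or transcript and the variance that limma with a trend gave it. These data follow limma's own variance model, so the counts below cannot show whether that model holds for the real libraries. Among 100 genes given a log2 change of 1, 68% were called, and among 100 given a log2 change of 2, 99%, while 10 of 12821 unchanged genes passed the adjusted p and 226 passed the study's thresholds. At the level of transcripts, 8% and 41% were called, with 6 of 23437 unchanged transcripts past the adjusted p and 812 past the study's thresholds. A shift planted in 1 list was found and 0 of the other lists were called. A planted trend with length fell from a rho of 0.565 to 0.00951 after the correction, which was fitted to the same lengths. Noise was simulated independently for each gene, while members of real lists could vary together (estimated correlation 0.577 for cytosolic ribosomal proteins). The check on lists therefore cannot show how often camera calls lists of such members.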

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

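The test of RNA fragmentation was set before its result was seen; the tests of GC content, of the ribosomal and oxidative phosphorylation genes, of lists matched on length, of thalamus markers, of substrain genes, of library J13 and of transcript assignment were chosen after the results were seen. Gene groups that the paper does not discuss passed camera's test with its preset correlation, and 0 of the 35 lists passed with an estimated correlation (adjusted p = 0.79 for the oxidative phosphorylation, myelin and erythroid lists and 0.965 for the thalamus list). Nuclear-encoded oxidative phosphorylation subunits had a median log2 fold change of -0.35, and -0.07 after the correction for length and GC content. Oligodendrocyte and myelin genes had a median of -0.62, with J11, J13 and J15 at 0.336, 0.296 and 0.257 from the mean over libraries and 72, 76 and 78 at -0.0773, -0.315 and -0.472. Haemoglobin and erythroid genes had a median of 1.42, with the 3M libraries at -0.677, -0.640 and -0.700 and the 22M libraries at 0.859, 0.916 and 0.295.

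Fold changes of 22M against 3M ran with transcript length, and the slope of log2 FPKM on log2 length was -0.0963, -0.126 and -0.0467 in J11, J13 and J15 and 0.0372, 0.0928 and 0.139 in 72, 76 and 78. GC content and the ribosomal and oxidative phosphorylation genes are argued against as the whole of it, since the rank correlation across genes was 0.483 given GC content and 0.508 outside both lists. RNA fragmentation or fragment size that differed between the libraries is a candidate explanation, as the correlation was 0.374 given gene span and GC content and 0.121 for span given length and GC content. The ribosomal protein genes had a median of -0.42, at percentile 0.03 of 10000 lists matched on length and FPKM. Those lists had a median of -0.33, from -0.38 to -0.28 between percentiles 2.5 and 97.5. When single libraries were left out, the ribosomal median lay below theirs by 0.052 to 0.117. Ribosomal protein genes varied together within the age groups (estimated correlation 0.577), which the random lists do not copy. This comparison therefore cannot decide whether the trend accounts for all of their lower values. An effect of age on long and short transcripts stays open and was not tested, since length slope and age coincide in these libraries.

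Thalamus and habenula markers had a median of -0.46 in 22M. The trend with transcript length is argued against, since the median was -0.54 after the correction for length and GC content. Different amounts of thalamic tissue in the dissections may contribute. Within the age groups the 16 markers varied together (mean pairwise correlation 0.339, against 0.126 at percentile 95 of 10000 random lists matched on FPKM). Their medians by library were -0.215, 0.504 and 0.292 in J11, J13 and J15 and -0.162, -0.319 and -0.498 in 72, 76 and 78. Other lists also varied together, with estimated correlations of 0.577 for ribosomal proteins, 0.526 for endothelial and 0.423 for microglia markers, but 0.131 for astrocyte markers. Any shared cause can give such values, so the correlation cannot decide whether thalamic tissue differed. The most abundant markers bear on this unevenly, as Nrn1, which hippocampal neurons also express, was at 135 ± 47.1 and 127 ± 4.48 FPKM and Slc17a6 at 10.3 ± 4.56 and 7.14 ± 1.30 FPKM, and 0 of the markers stand in another list. The camera adjusted p was 0.0930 without J13, 0.107 without J15 and 0.0519 without 78, and an effect of age on thalamic genes was not tested and stays open.

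Gabra2 had a log2 fold change of -1.77 with a spread between the 3M libraries (SD 1.19 on the log2 scale) above that between the 22M libraries (0.262). Library J13 as the whole cause is argued against, since the log2 fold change without it was -1.09. A genetic difference between the C57BL/6 mice of the 2 ages is a candidate explanation, since C57BL/6J mice carry deletions in Nnt and in an intron of Gabra2, the labels and paper name only C57BL/6 with no substrain, and the absolute test statistics of Nnt, Entpd4 and Ide, remembered as differing between substrains, had a median at percentile 99.9 of 10000 random lists matched on FPKM (Nnt at 11.5, 10.0 and 10.9 FPKM in 3M and at 5.81, 5.74 and 5.41 FPKM in 22M). The log2 fold changes were -0.878 for Nnt, 0.696 for Entpd4 and 0.456 for Ide, directions that the absolute statistics do not use. Against a genetic difference, the paper names 1 animal centre and 1 production certificate for mice of both ages, which makes a difference of substrain less likely but leaves it open. Reads assigned differently between its coding and other transcripts cannot be told apart from a change of the gene, because the table holds 1 transcript of it, although its spread in 3M lay at percentile 99.1 of genes of similar FPKM. Genotype, if it differs, coincides with age here for every gene compared, so an effect of age on Gabra2 stays open. A difference between the ages would not account for the spread of Gabra2 within 3M, where Nnt was even.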

How the results depend on the processing

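No paired analysis was possible because the libraries of the 2 ages share no replicate numbers. The authors' own p-values and a count model were not run, since the table holds neither p-values nor counts, and the unknown depth limits what can be said of genes with low FPKM. The causes of the changes below were not tested. At the study's thresholds, the 532 higher and 550 lower genes became 1007 and 990 where a gene counted through any of its transcripts, and the lower genes became 264 after the length and GC correction, which was chosen after the data were examined; leaving out single libraries gave 444 to 657 higher and 451 to 790 lower genes, and for transcripts 993 to 1263 and 879 to 1294. At the adjusted p, the 120 genes that rose became 212 after median-of-ratios scaling, 212 after quantile normalization, 23 by limma without trend, 556 with array weights and 0 by models with each gene's own variance on log2 values or on FPKM (396 and 493 past the study's thresholds), and the 158 that fell became 98 after quantile normalization, 14 without trend, 739 with array weights and 0 by both models with each gene's own variance (401 and 496 past the study's thresholds). They were 29 and 16 after the length and GC correction, and 1 and 2 without J11 and 78, both chosen after the data were examined; without single libraries the ranges were 0 to 181 and 2 to 365. The log2 fold change of Gabrb2 no longer passed the adjusted p by limma without trend (0.89, adjusted p = 0.0787), by the models with each gene's own variance (0.89 on log2 values, adjusted p = 0.114, and 0.91 on FPKM, adjusted p = 0.118), with its most abundant transcript (0.89, adjusted p = 0.113), after the length and GC correction (0.81, adjusted p = 0.0767) and without J11 and 78 (0.81, adjusted p = 0.216); without single libraries it was 0.77 to 1.02, with an adjusted p of 0.0413 to 0.152. The log2 fold change of Gabra2 kept its sign and stayed above the adjusted threshold, at -2.21 to -1.09 without single libraries; its unadjusted p was no longer under 0.05 by the models with each gene's own variance (0.0662 and 0.205) and without 72 (0.0525). For the GABAergic synapse pathway, Fisher's exact p for higher genes was 0.0721 counting through any transcript and 0.0373 after the length and GC correction, with a range of 0.000268 to 0.0797 without single libraries. For lower genes it was 0.0475 without the filter on low values and 0.0199 after that correction, with a range of 0.088 to 0.783 without single libraries. The number of lists called by camera was 7, with 5 to 9 without single libraries, 0 with an estimated correlation (where 0 of 35 lists had an unadjusted p under 0.05), 1 by fry in 1 direction and 22 by fry in either direction. The median of the mitochondrially encoded genes turned from -0.04 to 0.21 after the length and GC correction (camera adjusted p = 0.0188, within 0.00255 to 1 over all settings). Of the comparisons under all alternatives other than the length and GC correction and leaving out J11 and 78 together, 145 kept their side of the threshold or stayed within 1.5 times the count, 28 counts moved by more, 11 were weaker and 1 was stronger; for single genes named, 415 kept their side, 123 were weaker and 2 stronger. The model on FPKM gave no fold for Gm13304 and Gm5741, each listed at 0 throughout 1 age group.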

Differences from the paper's values

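The ratio of mean FPKM of Gabra2 in 22M to 3M was 0.218 here, while the paper's value is about 0.41 in Fig. 3D, read by eye. The ratio was 0.449 without 3M library J13, which is less than 1.5 times the paper's value. It stayed between 0.169 and 0.241 under each of the other alternatives set before the data were examined, namely other pseudocounts, filters, scalings, variance models and array weights, the most abundant transcript, and leaving out J11, J15, 72, 76 or 78. For Gabrb2 the ratio was 1.89, against a paper's value of about 1.9 in Fig. 3C, read by eye.

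The paper marks Gabra2 at the stricter of its levels of significance, while limma gave an unadjusted p of 0.016 and an adjusted p of 0.11. The unadjusted p was 0.00842 with array weights, 0.00611 without J11 and 0.00254 without J13, with adjusted p of 0.0627, 0.115 and 0.146. It was above 0.05 without 72, at 0.0525, and by the models with each gene's own variance, at 0.0662 on log2 values and 0.205 on FPKM, and between 0.0112 and 0.035 under the other alternatives. The model on FPKM has the form of the 2-group test that the paper's legend names for these FPKM values. It gave an unadjusted p of 0.205 for Gabra2 and 0.00605 for Gabrb2, so by it Gabrb2, not Gabra2, was under 0.01. The paper lists the GABAergic synapse among the pathways of the lower genes, while the 6 lower genes here gave p = 0.106 by Fisher's exact test, though the 9 higher genes gave p = 0.004 by that test. For lower genes, p was 0.0475 with 7 genes without the filter on low values, set before the data were examined. It was 0.0199 with 5 genes after the correction for transcript length and GC content, which was chosen after the values were seen and which leaves both subunits the paper names past the study's thresholds (limma unadjusted p = 0.000652 for Gabrb2 and 0.0112 for Gabra2). Under that correction the higher genes gave p = 0.0373 with 6 genes by Fisher's exact test. The paper also names endocannabinoid signalling, while 0 of the 10 tested genes of the endocannabinoid list passed the study's thresholds. The KEGG pathway of that name holds further genes and was not analysed here.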

Other observations

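Of 19 immediate early genes of neuronal activity, 3 fell and 16 did not pass the test (3 fell adjusted over the list alone, camera adjusted p = 0.645), namely Junb from 51.3 ± 6.50 to 28.5 ± 0.830 FPKM, Egr4 from 43.2 ± 9.53 to 19.0 ± 0.693 FPKM and Egr2 from 4.95 ± 0.733 to 2.45 ± 0.131 FPKM. Of 30 genes of fatty acid synthesis, desaturation and N-myristoylation, 2 fell and 28 did not pass the test (2 fell adjusted over the list alone, camera adjusted p = 0.914). They were Fabp7, from 43.7 ± 8.79 to 17.8 ± 2.25 FPKM, and Fabp5, from 76.6 ± 8.44 to 51.5 ± 1.5 FPKM, which encode fatty acid-binding proteins. Of 20 cholesterol synthesis genes, 1 fell and 19 did not pass the test (1 fell adjusted over the list alone), namely Mvd, from 5.19 ± 0.484 to 2.91 ± 0.287 FPKM, and the list's median was -0.19 (camera adjusted p = 0.477, fry adjusted p = 0.00505). Of 20 astrocyte markers, 1 fell and 19 did not pass the test (2 rose and 3 fell adjusted over the list alone, camera adjusted p = 0.978). Ntsr2, a receptor gene of astrocytes, fell from 58.0 ± 7.66 to 32.7 ± 2.57 FPKM, while Gfap was at 126 ± 12.6 and 184 ± 25.0 FPKM (limma adjusted p = 0.0645). Of 20 microglia markers, 1 rose, Olfml3, and 19 did not pass the test (1 rose adjusted over the list alone, camera adjusted p = 0.978).

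The remaining lists held 0 genes past the limma adjusted p, with 0 to 7 genes per list at an unadjusted p under 0.05. Of 16 age- and disease-associated microglia genes 2 were higher and 1 lower (2 rose and 1 fell adjusted over the list alone, camera adjusted p = 0.970), and of 12 complement genes 2 were higher (1 rose adjusted over the list alone, camera adjusted p = 0.529), with C4b at 3.03 ± 0.155 and 5.89 ± 1.43 FPKM (limma adjusted p = 0.0607). Of 23 genes of the interferon response and MHC class I 2 were lower (camera adjusted p = 0.654), of 7 genes of MHC class II 0 were past the thresholds (camera adjusted p = 0.949), and of the lymphocyte genes only Cd4 was tested, at 12.3 FPKM in J11 and a log2 fold change of -1.57 (limma adjusted p = 0.401, camera adjusted p = 0.765). Of 20 markers of CA pyramidal and dentate granule neurons 3 were higher, with a median of 0.08 (camera adjusted p = 0.529, and adjusted p = 0.994 with an estimated correlation). Without J15 their median was 0.29 (camera adjusted p = 0.0223), without J11 it was -0.07 (camera adjusted p = 0.880), and the adjusted p ranged from 0.0223 to 0.880 over all alternatives. Of 12 oligodendrocyte precursor markers 1 was higher (1 rose adjusted over the list alone, camera adjusted p = 0.841), and of 18 genes of iron handling and ferroptosis 1 was higher and 3 were lower (1 rose and 5 fell adjusted over the list alone, camera adjusted p = 0.765). Circadian clock genes had 1 lower gene of 20 (camera adjusted p = 0.704), collagens and extracellular matrix 2 higher and 1 lower of 17 (camera adjusted p = 0.688) and endothelial markers 1 lower of 15 (camera adjusted p = 0.841). Past the study's thresholds were 0 of 15 mural cell and fibroblast markers (camera adjusted p = 0.978), 0 of 16 heat shock and chaperone genes (camera adjusted p = 0.978), 0 of 20 choroid plexus and ependymal markers (camera adjusted p = 0.456) and 0 of 13 mitochondrially encoded genes (median -0.04, camera adjusted p = 0.978). Without 72, the median of the choroid plexus list was -1.22 (camera adjusted p = 0.000273) and that of the mitochondrially encoded genes -0.22 (camera adjusted p = 0.00255), while adjusted p with an estimated correlation was 0.994 for both over all libraries. Camera placed the microglia, age- and disease-associated microglia, astrocyte, mural cell, heat shock and mitochondrially encoded lists on the higher side although their medians lay between -0.06 and -0.01, with an adjusted p of at least 0.970. By immunohistochemistry the paper found P21 protein higher in 22M than in 3M. Its gene Cdkn1a was at 17.2 ± 6.28 FPKM in 3M and 10.8 ± 1.32 FPKM in 22M (limma adjusted p = 0.236). Nestin and Sox2 proteins were compared in the paper only between 22M mice with and without MA, not between the ages. Between the ages, Nes was at 1.27 ± 0.469 and 0.904 ± 0.182 FPKM (limma adjusted p = 0.456) and Sox2 at 25.2 ± 1.73 and 23.6 ± 1.70 FPKM (limma adjusted p = 0.575). Cdkn2a, the gene of P16, was not among the genes tested. Of 10 senescence genes 0 were past the study's thresholds (median -0.26, camera adjusted p = 0.529), and of 13 genes of neurogenesis and neural stem cells 0 (median -0.10, camera adjusted p = 0.765).

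Libraries also differed within an age group. Ttr, the most abundant transcript of the choroid plexus among its markers, was at 122 FPKM in 78 and at 1098 to 2669 FPKM in the other 5 libraries, and the list's median deviation in 78 was -2.06 on the log2 scale. Drd2, a striatal marker, was at 41.5 FPKM in J11 and at 0.919 to 1.48 FPKM in the other 5 libraries.

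The 6 libraries can be divided into 3 and 3 in 10 ways, too few for a share under 0.05, and the real division gave the most in 1 of 10 ways for each count of genes and transcripts. It gave 1082 genes past the study's thresholds, against at most 272 in the other divisions, 278 against 2 genes past the adjusted p, 2264 against 844 transcripts and 15 against 3 genes of the GABAergic synapse pathway. The pathway's count was 3 in the divisions with 208 and 205 genes past the thresholds, but 1 in that with 272 and 0 in that with 246. It was not compared with these totals, and the study chose the pathway on these samples, so it is no separate evidence for the pathway. For lists called by camera it gave 7, while the highest of the others was 12 and 8 of the 10 divisions gave 7 or more.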
